# Effects and associated transcriptomic landscape changes of methamphetamine on immune cells

**DOI:** 10.1186/s12920-022-01295-9

**Published:** 2022-06-28

**Authors:** Deshenyue Kong, Jun-Hong Mao, Hong Li, Jian-Yu Wang, Yu-Yang Li, Xiao-Cong Wu, Guo-Fen Re, Hua-You Luo, Yi-Qun Kuang, Kun-Hua Wang

**Keywords:** Methamphetamine, Immune cell, Transcriptome, Apoptosis, Cholesterol metabolic, Phospholipid metabolic

## Abstract

**Background:**

Methamphetamine (METH) abuse causes serious health problems, including injury to the immune system, leading to increased incidence of infections and even making withdrawal more difficult. Of course, immune cells, an important part of the immune system, are also injured in methamphetamine abuse. However, due to different research models and the lack of bioinformatics, the mechanism of METH injury to immune cells has not been clarified.

**Methods:**

We examined the response of three common immune cell lines, namely Jurkat, NK-92 and THP-1 cell lines, to methamphetamine by cell viability and apoptosis assay in vitro, and examined their response patterns at the mRNA level by RNA-sequencing. Differential expression analysis of two conditions (control and METH treatment) in three types of immune cells was performed using the DESeq2 R package (1.20.0). And some of the differentially expressed genes were verified by qPCR. We performed Gene Ontology and Kyoto Encyclopedia of Genes and Genomes analysis of differentially expressed genes by the clusterProfiler R package (3.14.3). And gene enrichment analysis was also performed using MetaScape (www.metascape.org).

**Results:**

The viability of the three immune cells was differentially affected by methamphetamine, and the rate of NK-cell apoptosis was significantly increased. At the mRNA level, we found disorders of cholesterol metabolism in Jurkat cells, activation of ERK1 and ERK2 cascade in NK-92 cells, and disruption of calcium transport channels in THP-1 cells. In addition, all three cells showed changes in the phospholipid metabolic process.

**Conclusions:**

The results suggest that both innate and adaptive immune cells are affected by METH abuse, and there may be commonalities between different immune cells at the transcriptome level. These results provide new insights into the potential effects by which METH injures the immune cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12920-022-01295-9.

## Introduction

Drug use is one of the contributors to the global burden of disease [1]. According to the World Drug Report 2021, approximately 275 million people worldwide used drugs in 2020 [2]. The healthcare system faces an increasingly difficult task. Deaths related to drug use disorders have almost doubled in the last decade. Methamphetamine (METH) is a highly addictive psychostimulant that is gaining popularity among drug users worldwide. In 2019, there were an estimated 27 million amphetamine users, equivalent to 0.5% of the global population aged 15–64 years, already causing a major global public health problem [2].

It has been shown that methamphetamine causes innate and adaptive immune impairment and increases the incidence of infectious diseases [3]. METH use may be associated with human immunodeficiency viruses (HIV) and hepatitis C virus (HCV) infection [4–6], mainly caused by sharing syringe needles [1]. However, increased susceptibility due to METH-induced immune depression still cannot be excluded. In addition, studies showed that METH use was also associated with methicillin-resistant staphylococcus aureus skin infections [7], tuberculosis transmission [8], cryptococcus neoformans pulmonary infection and dissemination to the brain. Immune cells, the most important component of the immune system, may be impaired during METH use. However, the mechanism of immune cell impairment has not been fully described due to differences in research models and methods. In a study of the METH dose-escalation mouse model, the number and frequency of CD4^+^ and CD8^+^T-cell subsets, nature killing (NK) cells, dendritic cells (DCs) and monocytes/macrophages were reduced [9]. However, another study showed that the frequency of METH administration and the sex difference all contributed to the different immune responses. Single and repeated METH injections reduced NK-cell activity especially in female mice with 5 injections, but 10 injections recovered them to the level of controls [10].

Different METH treatments may lead to different responses. A low concentration of METH can already cause T-cell dysfunction. For example, 25 μM METH treatment decreased the expression of T-cell surface molecules CD3 and CD28, as well as the level of IL-2 production [11]. Most studies have used METH concentrations of 100 μM and the results have mostly shown T-cell injury, such as oxidative stress and mitochondrial injury [3], cell cycle altered, and impaired proliferation [12]. In addition, METH was found to enhance HIV replication in T cells [13–15]. Interestingly, the opposite effect was observed for METH concentrations above 100 μM, which inhibited HIV-1 replication [16]. Moreover, treatment with a high concentration of METH at 2 mM resulted in significant T-cell apoptosis [17]. In studies on NK cells, the results showed that they were significantly activated by METH, accompanied by a decrease in cell numbers and dysfunction [9, 18]. A majority of studies on METH-induced immune responses in monocytes/macrophages focused on the process of HIV infection. Results suggested that METH promoted HIV replication in monocytes/macrophages [19, 20]. Furthermore, as a weak base, METH led to acidic organelle injury, and disrupted the pH gradient, leading to immune cell dysfunction [21, 22].

Although many studies on METH-mediated immune cell responses have been reported [12, 23, 24], most of them were discussed in the context of co-morbidities with other diseases, such as HIV infection. In addition, the lack of bioinformatic analysis has led to the limitations of these studies [24]. To better understand METH-mediated innate and adaptive immune cell responses, we evaluated the effects of METH on resting-state immune cell responses and transcriptome responses through three METH abuse cell models in vitro. The results provide a better understanding of the molecular targets by which human immune cells respond to METH abuse.

## Methods

### Drugs

METH was provided by Yunnan Public Security Bureau, and its purity was tested in Yuxi Police Judicial Expertise Center. It was dissolved in phosphate-buffered saline (PBS; Biological Industries) to a concentration of 10 mM and stored away from light at − 20 °C.

### Cells culture

We conducted in vitro studies on cell lines by using three common human immune cell models, namely Jurkat, NK-92, and THP-1. The Jurkat cell line is derived from human T-cell leukemia and is always used as a model of T cell signaling [25]. The NK‐92 cell line is derived from a non‐Hodgkin's lymphoma and is commonly used for functional studies of natural killer cells [26]. And THP-1 cells are a human leukemic monocyte line commonly used to study monocyte/macrophage-related functions and mechanisms [27]. Jurkat and THP-1 (Kunming Cell Bank of Chinese Academy of Sciences) cells were cultured in RPMI Medium 1640 (Invitrogen) supplemented with 10% fetal bovine serum (Biological Industries). NK-92 (Procell, Wuhan, China) cells were cultured in MEMα (PM150422) with 0.2 mM Inositol, 0.1 mM β-mercaptoethanol (PB180633), 0.02 mM Folic Acid, 200U/mL recombinant IL-2, 12.5% HS (164215-100), 12.5% FBS (164210-500), and 1% P/S (PB180120) (Procell, Wuhan, China). All cell lines were used at less than passage 10. Exponentially growing cells, at approximately 60–75% confluence, were counted, and seeded into T25 culture flasks (5.0 × 10^5^ cells/flask, 25 cm^2^ growth area) (Corning). The cells were incubated at 37 °C in a 5% CO_2_ humidified incubator.

### Cell viability assay

Cell viability assay was performed by Cell Counting Kit 8 (CCK-8) (Dojindo). 100 μl of a culture medium containing 5 × 10^4^ Jurkat or THP-1 cells were added to each well of a 96-well plate, and 3 × 10^4^ NK-92 cells were added to each well of a 96-well plate. Cells were then incubated at 37 °C in a 5% CO_2_ humidified incubator with METH in a concentration gradient of 0 μM, 100 μM, 250 μM, 500 μM, 1000 μM, and 2000 μM for 12 h, 24 h, 48 h, and 72 h, respectively. Then CCK-8 solution (10 μl per 100 μl of the medium in each well) was added to each well and incubated for an additional 2 h. And then the absorbance at 450 nm was measured. Each time point and METH concentration was repeated in four wells and the experiment was independently performed for three times at least.

### Apoptosis studies

Apoptosis detection was performed with the Annexin V-FITC Apoptosis Detection Kit (Beyotime, Shanghai, China). In brief, 2 ml of a culture medium containing 5 × 10^5^/ml Jurkat or THP-1 cells were added to each well of a 6-well plate, and 3 × 10^4^/ml NK-92 cells were added to each well of a 6-well plate. Cells were then incubated at 37 °C in 5% CO_2_ in a humidified environment with METH in a concentration gradient of 0 μM, 250 μM, 500 μM, and 1000 μM for 12 h, 24 h, and 48 h, respectively. Then we collected cells and washed them with PBS twice and then resuspended them in 195 μL binding buffer. 5 μL Annexin V-FITC solution was added to the cells and incubated for 10 min at room temperature in the dark. Then the cells were resuspended in 190 μL binding buffer after centrifugation. Next 10 μL propidium iodide (PI) was added to the cells and then analyzed by flow cytometry using NovoCyte™ flow cytometer (NovoCyte 2060R; ACEA Bioscience, Inc.). We analyzed the data by FlowJo software (Tree Star, Ashland, OR, USA). Independently, the experiment was performed for three times at least.

### RNA sequencing

#### Sample collection and preparation

##### RNA quantification and qualification

Total RNA was isolated from Jurkat cells, THP-1 cells and NK-92 cells and their METH-treated derivatives with 250 μM for 24 h respectively using a Trizol RNA isolation kit (Qiagen). Total amounts and integrity of RNA were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

##### Library preparation for Transcriptome sequencing

Total RNA was used for the RNA sample preparations. Briefly, we used poly-T oligo-attached magnetic beads to purify the mRNA. Fragmentation was performed at elevated temperature using divalent cations in First Strand Synthesis Reaction Buffer (5 ×). First-strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase, then the RNA was degraded by RNaseH. Second strand cDNA was synthesized using DNA Polymerase I and dNTP. By exonuclease/polymerase activities, the remaining overhangs were converted into blunt ends. After 3’ ends of DNA fragments adenylation, Adaptor with hairpin loop structure was ligated and ready for hybridization. To preferentially select cDNA fragments with lengths of 370 ~ 420 bp, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). PCR amplification was then performed and the PCR products were purified using AMPure XP beads to obtain the library.

After the library construction, the library was initially quantified using a Qubit2.0 Fluorometer, then diluted to 1.5 ng/μl, and the library insert size was detected using an Agilent 2100 bioanalyzer. After the insert size was as expectation, qRT-PCR was used to accurately quantify the library effective concentration (higher than 2 nM) to ensure the library quality.

##### Clustering and sequencing

After the library is qualified, the different libraries are pooled according to the effective concentration and the target amount of data off the machine, then sequenced by the Illumina NovaSeq 6000.

#### Data analysis

##### Quality control

Clean data were obtained by removing reads with adapter, N base and low-quality from the raw data. And Q20, Q30, and GC content of the clean data were also calculated. All subsequent analyses were based on high quality clean data.

##### Reads mapping to the reference genome

Reference genome and gene model annotation files were downloaded from the genome website directly. Index of the reference genome was built using Hisat2 (v2.0.5) and paired-end clean reads were aligned to the reference genome using Hisat2 (v2.0.5).

##### Differential expression analysis

Differential expression analysis of two conditions (control and METH treatment) in three types of immune cells (three biological replicates per condition) was performed using the DESeq2 R package (1.20.0). DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. *p* < 0.05 and |log2(foldchange)|> 0.5 were set as the threshold for significantly differential expression.

##### Enrichment analysis of differentially expressed genes

Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package (3.14.3), in which gene length bias was corrected. GO terms with corrected *p* value less than 0.05 were considered significantly enriched by differential expressed genes. Kyoto Encyclopedia of Genes and Genomes (KEGG) is a database resource for understanding high-level functions and utilities of the biological system (http://www.genome.jp/kegg/) [28]. We used the clusterProfiler R package (3.14.3) to test the statistical enrichment of differential expression genes in KEGG pathways. In addition, we also used Metascape (http://metascape.org) for gene enrichment analysis, which includes GO biological processes, KEGG signaling pathways, and Reactome pathways. Data visualization was performed using the ggplot2 package (3.3.3) [29].

##### Protein–protein interaction analysis of differentially expressed genes

Protein–protein interaction (PPI) analysis was based on the STRING database (http://string-db.org/). PPI network was obtained by Cytoscape (version 3.2.0; Cytoscape Consortium). According to node connectivity, genes were further identified as hub genes with the MCC algorithm, using cytoHubba package/Cytoscape software [30, 31].

Gene expression data is available under GEO (Gene Expression Omnibus) accession number GSE201007.

### Validation of the RNA sequencing profiles by quantitative real-time PCR

To validate the differentially expressed genes identified through RNA sequencing (RNA-seq), 10 genes (*MVD*, *HMGCS1*, *FADS2*, *LSS*, *DHCR24*, *S1PR2*, *CCL1*, *FCER1G*, *PLCB4*, *PLD1*) were selected for quantitative real-time PCR (qPCR). To avoid the batch effect and strengthen the validity, we used the same RNA samples prepared for RNA sequencing. Gene-specific qPCR primers were designed using Primer Premier 6.0 software (Premier Biosoft, Palo Alto, CA, United States) (Table 1), and the efficiency was evaluated with an amplification plot and a melting curve. And *GAPDH* gene was used as a housekeeping gene. Reverse transcription of total RNA into cDNA was performed using the Goldenstar RT6 cDNA Synthesis Mix (Tsingke Biotechnology, Beijing, China), following the manufacturer’s protocol. Finally, qPCR was conducted using 2 × T5 Fast qPCR Mix (SYBR Green I) (Tsingke Biotechnology, Beijing, China) and FQD-96A system (Bioer, Hangzhou, China). For each sample, qPCR reactions were performed in triplicate, and the average CT was calculated. The CT values of the different samples were compared using the 2^−ΔΔCT^ method. Experiments were performed using three distinct biological replicates per group.

**Table 1:** Primers used in reverse transcription-quantitative real-time PCR

Gene	Primer sequence	
	5′–3′ Forward	5′–3′ Reverse
*MVD*	ACCTTCCCGCCCATCTCTTA	AACTCAGCCACAGTGTCGTC
*HMGCS1*	GGCACCAGATGTCTTCGCT	CTTTCTTGGCAGGGCTTGGA
*FADS2*	CTGCTGATTGGTGAACTGGC	ACAGGTTCATGTCCTCAGCC
*LSS*	ACTGGACGGGTGATTATGGTG	TGCACTGACCGCAGGTA
*DHCR24*	TCTTCCGCTACCTCTTTGGC	ATGAACGGACACAGCCAGAT
*S1PR2*	CTCTCGGCCTCTGTCTTCAG	TCACCACGCACAGCACATAA
*CCL1*	CTCCATCTGCTCCAATGAGGG	GGAATGGTGTAGGGCTGGTA
*FCER1G*	CTCCAGCCCAAGATGATTCCA	TCGACAGTAGAGGAGGGTGAG
*PLCB4*	GAAAACGCCCCAGTCTTCCT	AACACATCTGCAACCAGCCA
*PLD1*	CCTCCAATACCGGGTCCATC	GGCGTGGAGTACCTGTCAAT
*GAPDH*	AGGTCGGTGTGAACGGATTTG	GGGGTCGTTGATGGCAACA

### Statistical analyses

All analyses were performed using GraphPad Prism 9.0 (GraphPad Prism Software, Inc.). Results were presented as mean ± SEM. An unpaired, two-tailed Student’s test was used for comparisons between two groups. Data of multiple groups were compared using one-way ANOVA, followed by Tukey’s multiple comparisons test. *p* < 0.05 was indicated statistical significance.

## Results

### METH inhibited immune cell viability

Within the general trend, CCK-8 revealed that METH inhibited the cell viability of all three immune cells at higher concentrations. 0–250 μM METH showed mild viability inhibitory activity. In Jurkat and NK-92, 1000 μM METH treatment exhibited toxicity, however, 2000 μM METH treatment showed toxicity to THP-1 (cell viability < 80%) (Additional file 1: Figure S1). Treatment with 250 μM METH for 24 h did not reveal significant inhibitory effects in all three cells (cell viability > 80%) (Fig. 1a). Accordingly, the optimal METH concentration for subsequent experiments was chosen as 250 μM, and the treatment time was 24 h.

**Fig. 1:**
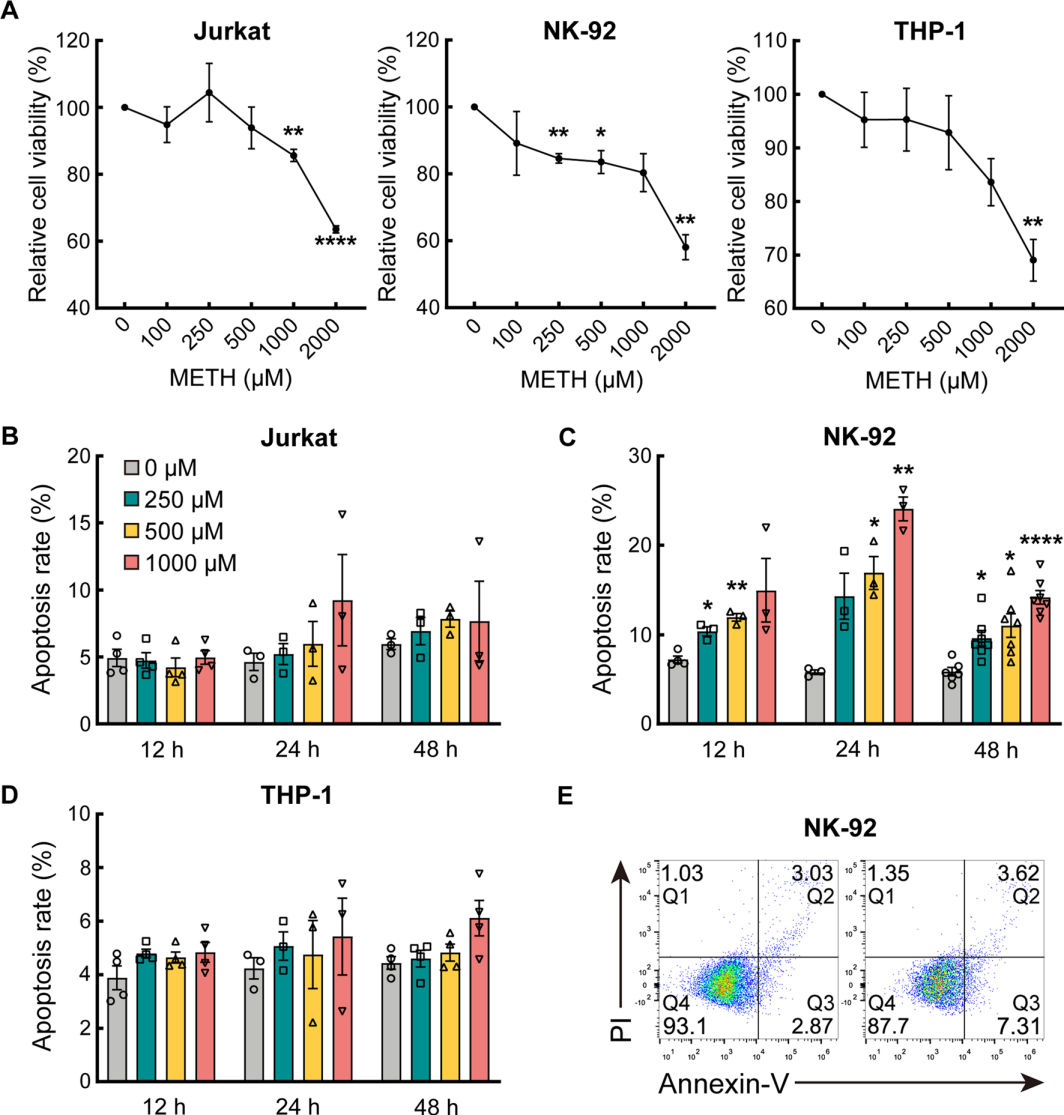
Methamphetamine inhibited immune cell viability and promoted apoptosis. **a** CCK-8 assay was used to assess Jurkat cell, NK-92 cell and THP-1 cell viability after treatment with different METH concentrations at 24 h. Data represent mean ± SEM from three to seven independent experiments. **b**–**d** Quantitative results of the apoptosis cell percentages. Annexin V-FITC/PI analysis was used to assess Jurkat cell (**b**), NK-92 cell (**c**) and THP-1 cell (**d**) apoptosis after treatment with different METH concentrations and different treatment times by flow cytometry. **e** Flow cytometry analysis unveiled the apoptosis rates of the NK-92 cells treated with 250 μM METH at 24 h. Cell apoptosis includes early (Q3) and late (Q2) apoptosis. Percentage of cell apoptosis = Q2 + Q3. Apoptosis rates are displayed as histograms. Each bar represents the mean ± SEM (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, compared with 0 μM)

### METH led to apoptosis in NK-92 cells

Apoptosis of immune cells is important in the development of immune function impairment. We found apoptotic cells shrink, reduced cell clump formation, and membrane blebbing (results not shown). Dot plots of flow cytometry showed the frequency of apoptotic cells. The Q1 quadrant represents the dead cells; the Q2 quadrant represents the late apoptotic cells; the Q3 quadrant represents the early apoptotic cells; and the Q4 quadrant represents the living cells. We found that METH led to a significantly higher rate of apoptosis in NK cells compared to the control group (Fig. 1c, e). There was a trend of increased apoptosis in the other two cell types (Fig. 1b, d). The complete results were shown in Additional file 2: Figure S2.

### Transcriptomic response of immune cells treated with METH

In Jurkat cells, RNA-seq results showed that there were 386 significantly different genes after METH treatment. 

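RNA-seq was run on Jurkat cells, a human T-cell leukemia line, after 24 h with 250 μM METH and after 24 h without it, with 3 biological replicates per group. For every gene and library the authors deposited normalized reads, which are the reads counted on the gene divided by the size factor that DESeq2 gave the library. In each library 100% of the values were whole multiples of 1 unit, the inverse of that size factor, so the reads before normalization were recovered. Reads on genes ranged from 16195179 to 17785577 per library in the control group, with a median of 16555890. They ranged from 14903199 to 16571870 in the METH treatment group, with a median of 15645203. A level of 3 reads, taken as the smallest that a library can show, was between 2.77 and 3.23 normalized reads in the 6 libraries, and this floor covers counting error only. The table listed 30875 genes, and the 25434 genes with a mean of at least 1 normalized read were tested. The test was limma's moderated test with a mean-variance trend on log2(normalized reads + 1), without a block for the replicate number, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. On this scale the log2 fold change of a gene with few reads is smaller than the ratio of its normalized reads. Positions are given as the table lists them, and they are those of genome build GRCh38.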

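At the threshold of the paper, an unadjusted p under 0.05 and an absolute log2 fold change over 0.5, limma called 956 DEGs in Jurkat cells. After METH treatment 551 of them were higher and 405 were lower. An unadjusted p under 0.05 alone was reached by 3843 genes, where chance gives 1272. With Benjamini-Hochberg adjustment 1038 genes were under 0.05 in limma's test, 463 of them higher and 575 lower, and 180 of the 1038 also passed the fold change threshold. Among the alternatives at the threshold of the paper, DESeq2's Wald test on the recovered reads moved the number of DEGs most. It called 386 genes, and limma called 375 of these as well. In 727 of the 956 DEGs the 3 METH libraries all lay above or all lay below the 3 control libraries. Over all genes tested this separation was seen in 19.6%, and chance gives 10%. The up-regulated genes with the smallest p-values were LSS, HMGCS1 and MVD. Among the down-regulated genes the smallest p-value belonged to TXNIP (ENSG00000265972, chromosome 1, 145992435 to 145996579), which had 1275 ± 38.1 normalized reads (SD, n = 3) in the control group and 818.8 ± 71.4 (SD, n = 3) in the METH treatment group. Its log2 fold change was -0.64 (standard error 0.062, adjusted p = 1.25e-09 in limma's test with Benjamini-Hochberg adjustment), and it stayed between -0.68 and -0.57 when each library was left out in turn. EIF4A1 (ENSG00000161960) had a log2 fold change of -0.56 (standard error 0.070, adjusted p = 5.72e-07 in limma's test), but 100% of its exon sequence also lies in an overlapping gene, so its reads are uncertain.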

Among them, 239 genes were upregulated, and 147 genes were downregulated (Fig. 2a). And METH treatment group and control group were mainly clustered and showed distinct patterns (Fig. 2b). 

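The heat map in Fig. 2b clusters the DEGs, which were selected for their difference between the groups. Over all 25434 genes tested, the METH treatment group and the control group of Jurkat cells accounted for 21.95% of the sum of squares of the log2 values, measured on Euclidean distances. Among the 10 ways to split the 6 libraries into 3 and 3, this share was the highest, and the next highest was 20.16%. An exact permutation test over these splits gives p = 0.1, the smallest p that 3 libraries against 3 allow. Average-linkage clustering on the correlation of all genes tested did not part the libraries by group, as METH replicate 3 stood alone. The choice of genes moved the share most. With the 16816 genes kept by edgeR's filterByExpr, which drops genes with few reads, it was 27.4%, and the 2 clusters then matched the groups. With the 500 genes of largest variance it was 21.69%, and another split had a larger share of 21.83%.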

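The 10 genes named at the top of the volcano plot in Fig. 2a include FDFT1, SCD, ACAT2, LSS and INSIG1. All 10 were higher in METH-treated Jurkat cells, with a median log2 fold change of 1.27. The smallest value was 1.01. The network analysis of the paper singled out 10 hub genes, among them SQLE, FDPS, SC5D, CYP51A1 and MSMO1 (Fig. 2d). These 10 genes also rose, by log2 fold changes of at least 0.67, the value of SC5D. The hub gene with the fewest reads, CYP51A1 (ENSG00000001630), went from 57.3 ± 12.4 normalized reads (SD, n = 3) in the control group to 119.8 ± 8.92 (SD, n = 3) after METH, a log2 fold change of 1.07 (standard error 0.17, adjusted p = 7.15e-05 in limma's test with Benjamini-Hochberg adjustment). In both lists all genes had an adjusted p under 0.05 in limma's test, over all genes tested and over the list alone, but the lists are the paper's own calls on the same libraries.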

Next, the PPI network of differentially expressed genes (DEGs) and hub genes were shown in Fig. 2c, d. To analyze the biological classification of DEGs, we performed a functional enrichment analysis. Importantly, we found that DEGs were enriched in sterol metabolic processes, mainly cholesterol biosynthetic processes, and maybe localized in the endoplasmic reticulum (Additional file 3: Figure S3A–D). In addition, DEGs were also enriched in oxidoreductase activity and the AMPK signaling pathway (Additional file 3: Figure S3C, D). 

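A list of 21 genes of sterol synthesis, such as ACAT2, HMGCS1 and DHCR7, was fixed in advance from the steps of the pathway, but most of them also stand in Table S1. In Jurkat cells its median log2 fold change was 1.02, with 20 genes higher and 1 gene lower after METH, and 19 genes were up-regulated DEGs. Limma's camera test against all other genes tested, with an inter-gene correlation of 0.01, gave an adjusted p of 7.87e-135 (Benjamini-Hochberg over 15 tests of lists and cell lines). The median lay above all of 10000 random lists of the same size matched on mean expression, at a percentile of 100. Under fry, a rotation test without comparison to other genes and the alternative with the largest p, the adjusted p over the same 15 tests was 7.36e-06. The 26 genes that Table S1 lists for the cholesterol biosynthetic process had a median log2 fold change of 1.05, from -0.66 to 1.51, and 25 of them were higher after METH. Table S1 lists 8 genes for the integral component of the endoplasmic reticulum membrane. Their median log2 fold change was 1.15, with 7 higher and 1 lower, and 7 of the 8 passed the threshold for DEGs.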

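Table S1 lists 7 genes for oxidoreductase activity on paired donors, which are CYP51A1, FADS1, MSMO1, SC5D, SCD, SQLE and FADS2. All 7 were higher in METH-treated Jurkat cells, with a median log2 fold change of 1.07. The 6 genes listed for oxidoreductase activity on the CH-OH group, among them FASN, IDH1 and HSD17B14, were also all higher, with log2 fold changes from 0.57 to 1.22. Of the 6 genes listed for the AMPK signaling pathway, 4 were higher and 2 lower, with log2 fold changes from -1.08 to 1.07. Each gene of these 3 lists had an adjusted p under 0.05 in limma's test, and several genes are in more than 1 list.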

Next, we obtained similar results from enrichment analysis of hub genes (Additional file 3: Figure S3E–H). A list of these GO and KEGG pathways of interest as well as genes were shown in Additional file 6: Table S1.

**Fig. 2:**
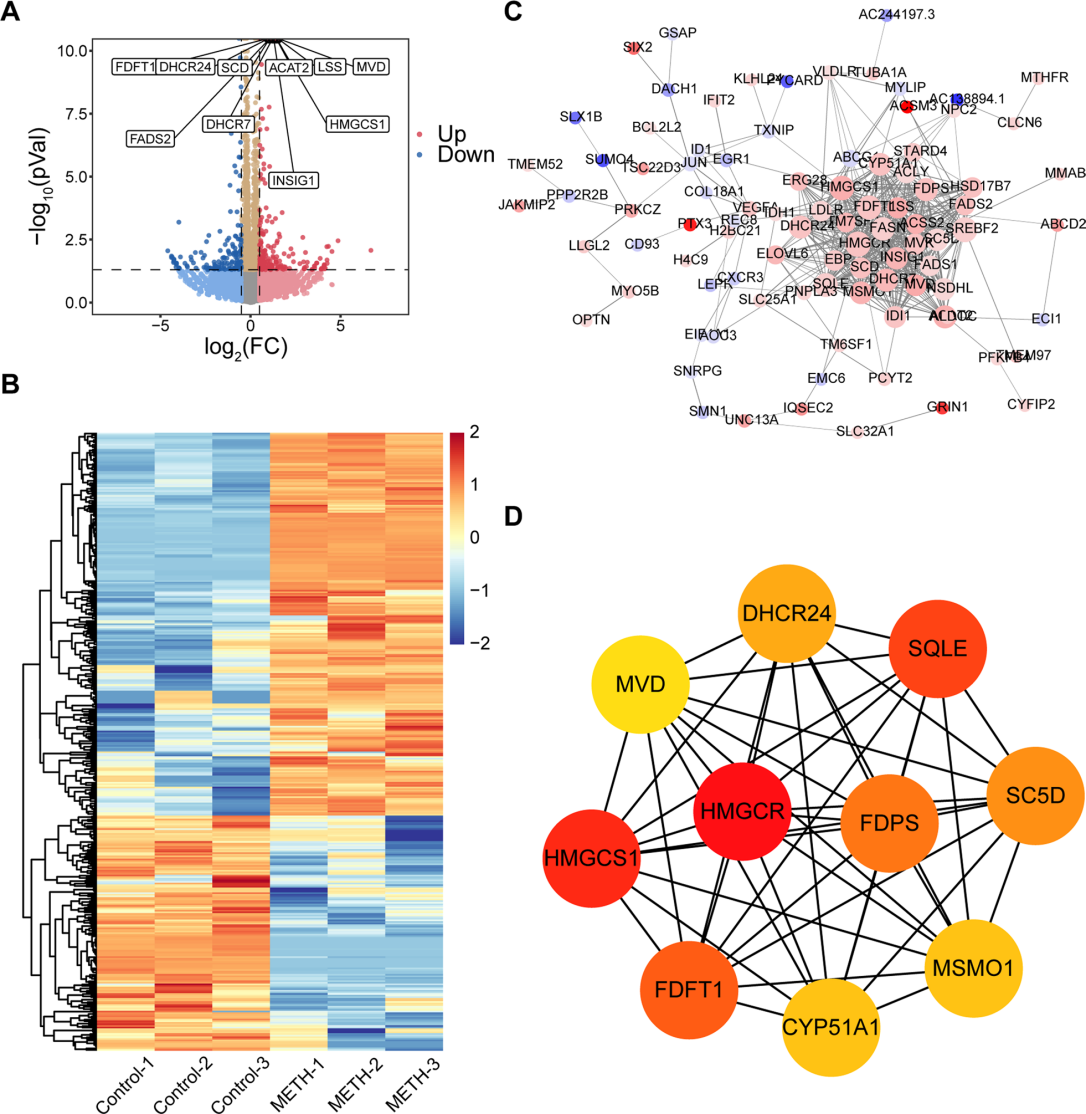
Identification of differentially expressed genes (DEGs) in Jurkat cells with methamphetamine treatment. **a** Volcano plot showing DEGs (|Log_2_(foldchange)|> 0.5 and *p* < 0.05) between control (n = 3) and METH-treated cells (n = 3). Top 10 DEGs sorted by *p* value and genes of interest were shown in the plot. **b** Heatmap of DEGs (|Log_2_(foldchange)|> 0.5 and *p* < 0.05) between control (n = 3) and METH-treated cells (n = 3). **c** The protein–protein interaction (PPI) network of DEGs. The up-regulated genes are marked in red, while the down-regulated genes are marked in blue. The greater the difference in expression, the darker the color. The size of nodes represents the number of edges of the node; the larger the size, the greater the number of edges. **d** 10 hub genes were identified with the MCC algorithm, using cytoHubba. The score is indicated in red color. Darker color indicates a higher score

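NK-92 cells, a natural killer cell line from a non-Hodgkin's lymphoma, were treated and sequenced in the same design, with 3 control and 3 METH libraries. Reads on genes ranged from 15207352 to 18399594 per library in the control group, with a median of 15861092, and from 16303461 to 17268876 in the METH treatment group, with a median of 16631336. The floor of 3 reads was between 2.71 and 3.24 normalized reads. Of the 27227 genes listed for this line, 22345 were tested. At the threshold of the paper limma called 917 DEGs in NK-92 cells, of which 530 were higher and 387 lower after METH. With adjustment, 2539 genes were under 0.05, 1356 of them higher and 1183 lower, and 293 of these passed the fold change threshold as well. The groups were separated in 688 of the 917 DEGs, and in 24.3% of all genes tested. With the recovered reads and a negative binomial Wald test, the number of DEGs was 432. METH and control accounted for 22.11% of the sum of squares over all genes tested, against 20.81% in the next highest of the 10 splits. CCL4 (ENSG00000275302, chromosome 17, 36103827 to 36105621) had the smallest p-value, with 10367 ± 110.4 normalized reads (SD, n = 3) in the control group and 16218 ± 325.6 (SD, n = 3) after METH. This was a log2 fold change of 0.65 (standard error 0.024, adjusted p = 7.9e-45 in limma's test with Benjamini-Hochberg adjustment), and 8.64% of its exon sequence is shared with near-identical genes. CCL3L3 (ENSG00000276085), a copy in the same chemokine cluster, had a log2 fold change of 0.81 (standard error 0.031), but its reads could have been split with those of CCL3L1, which the table does not list by that symbol. GZMA (ENSG00000145649), which encodes the protease granzyme A, went from 20807 ± 97.8 to 29435 ± 409.7 normalized reads (SD, n = 3 each), a log2 fold change of 0.50. TMEM229B (ENSG00000198133) fell by 0.72 on the log2 scale (standard error 0.062, adjusted p = 5.95e-18 in limma's test). TMSB4XP8, a pseudogene with the smallest p-value in limma's test among the down-regulated genes, fell by 0.77, and 46.5% of its sequence is shared with near-identical genes. Its METH libraries ranged from 4156.5 to 7611.7 normalized reads. The adjusted p was 1.76e-19 in limma's test, which also draws on the spread of other genes of similar expression. In DESeq2's Wald test on the recovered reads it was only 0.0314. Its log2 fold change lay between -0.93 and -0.49 when each library was left out in turn. STAG3L1 (ENSG00000205583) fell by 1.49, but this transcribed pseudogene shares 51.97% of its exon sequence with near-identical genes, so its reads are uncertain.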

In NK-92 cells, 432 DEGs were identified, including 284 up-regulated genes and 148 down-regulated genes, as shown in the volcano map and heat map (Fig. 3a, b). 

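The hub genes of the network in Fig. 3d were CTLA4, CCL4, ICAM1, MMP9, TNFRSF9, CSF1R, GZMA, HAVCR2, FAS and PDCD1. All 10 were higher in METH-treated NK-92 cells, with log2 fold changes up to 1.19 in PDCD1. PDCD1 (ENSG00000188389) went from 37.1 ± 7.82 normalized reads (SD, n = 3) in the control group to 84.5 ± 5.21 (SD, n = 3) after METH. CTLA4 (ENSG00000163599) went from 466.8 ± 36.9 to 871.4 ± 38.98 normalized reads (SD, n = 3 each), a log2 fold change of 0.90. In limma's test with Benjamini-Hochberg adjustment over all genes tested, 9 of the 10 hub genes were under 0.05. The exception was MMP9 (ENSG00000100985), with 23.1 ± 6.50 and 39.4 ± 2.43 normalized reads (SD, n = 3 each) and an adjusted p of 0.0625 in limma's test. The genes named in the volcano plot of Fig. 3a had a median log2 fold change of 0.73, and 13 of these 15 genes passed the threshold for DEGs.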

The PPI network of DEGs and hub genes and most dense connected regions were obtained by Cytoscape (Fig. 3c, d). By GO analysis, we found those DEGs were mainly enriched in ERK1 and ERK2 cascade, response to cytokines and cell migration (Additional file 4: Figure S4A–C). In addition, DEGs were also enriched in leukocyte chemotaxis, cytokine activity, chemokine activity, cytokine-cytokine receptor interaction (Additional file 4: Figure S4A–C), and negative regulation of cell population proliferation (Fig. 5b). However, the results did not show a significant cellular component enrichment. 

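Of the 16 genes that Table S2 lists for the ERK1 and ERK2 cascade, 14 were found in the NK-92 table. CCL3L1 and CCL4L1 were not found under these symbols. All 14 were higher after METH, with log2 fold changes from 0.52 to 1.88 and a median of 0.67, and 12 had an adjusted p under 0.05 in limma's test. Genes that ERK signaling itself induces were tested with a list of 16 genes fixed in advance that included SPRY2, SPRY4, DUSP4, DUSP5, DUSP6, ETV4, ETV5, PHLDA1 and EGR1. DUSP4 and EGR1 also stand in Table S2, so the list is not independent of the paper's calls. In NK-92 cells 12 genes of this list were tested, and 7 were higher and 5 lower after METH. The median log2 fold change was 0.08, and it lay between 0.055 and 0.221 when each library was left out in turn. With all libraries, limma's camera test gave an adjusted p of 0.00156 (Benjamini-Hochberg over the 15 tests). The median lay at the 88.9 percentile of random lists, and 2 genes of the list were up-regulated DEGs and 2 were down-regulated DEGs. The 13 genes found of those listed for the response to interleukin-1 had a median log2 fold change of 0.65, with 12 higher and 1 lower.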

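For leukocyte chemotaxis 12 of the 14 genes in Table S2 were found in NK-92 cells, and 11 of them were higher after METH, with a median log2 fold change of 0.69. For cytokine activity the 12 genes found had a median of 0.78, and for chemokine activity the 4 genes found, CCL1, CCL4, CCL18 and CCL3L3, had log2 fold changes from 0.65 to 1.15. The 16 genes found for cytokine-cytokine receptor interaction had a median of 0.76, with 15 higher and 1 lower. Of these 16 genes, 12 were under 0.05 with Benjamini-Hochberg adjustment in limma's test. CCL4, CCL3L3 and CCL18 lie in one cluster of related genes on chromosome 17 and enter all 4 lists, so the lists are not independent of each other. For negative regulation of cell population proliferation, 20 of the 25 listed genes were higher and 5 were lower, with log2 fold changes from -2.40 to 1.96.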

Next, we also obtained similar results from enrichment analysis of hub genes (Additional file 4: Figure S4D–G). The main cellular components enrichment of hub genes are the external side of the plasma membrane and immunological synapse (Additional file 4: Figure S4E). A list of these GO and KEGG pathways of interest as well as genes were shown in Additional file 6: Table S2.

**Fig. 3:**
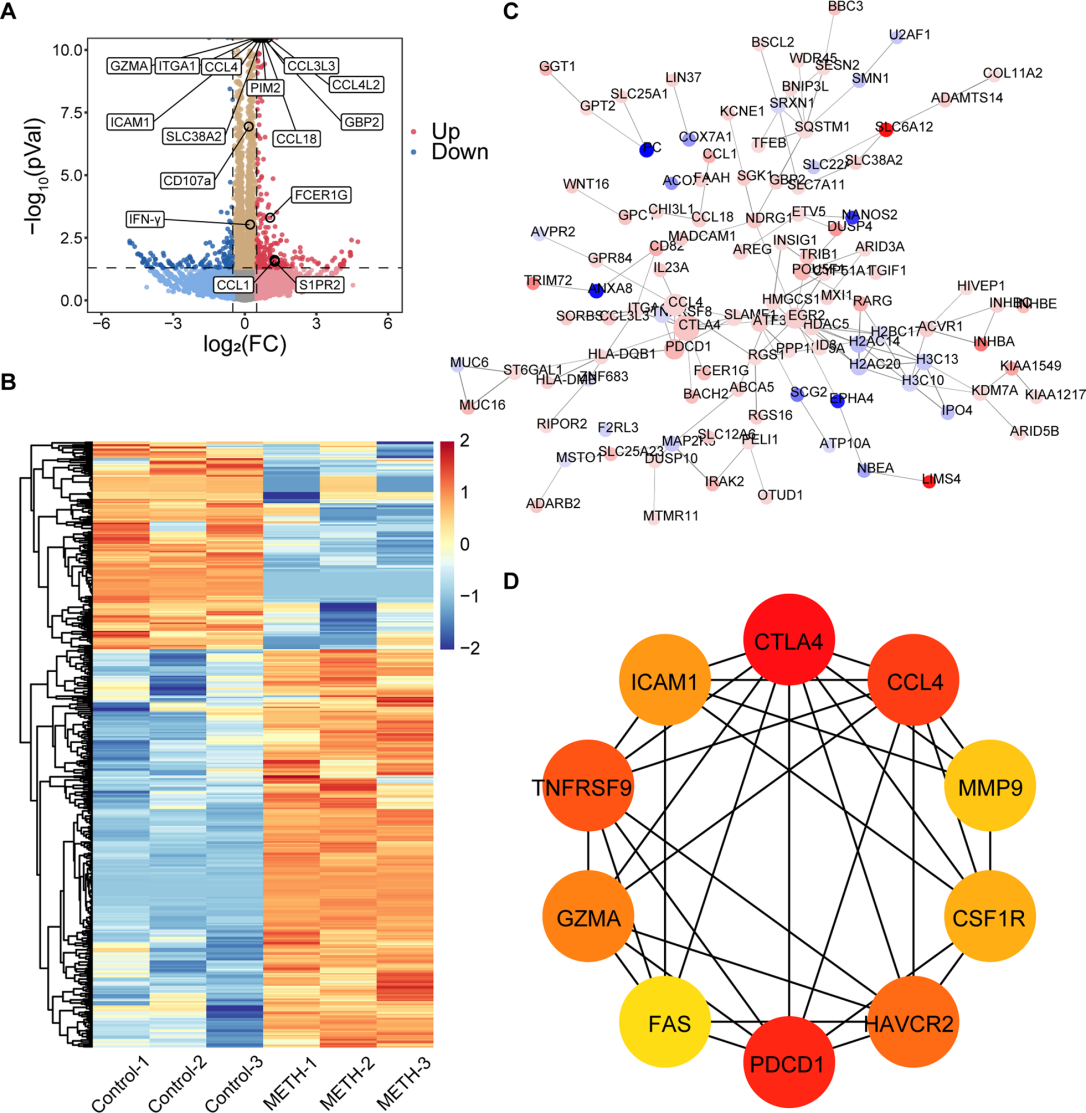
Identification of differentially expressed genes (DEGs) in NK-92 cells with methamphetamine treatment. **a** Volcano plot showing DEGs (|Log_2_(foldchange)|> 0.5 and *p* < 0.05) between control (n = 3) and METH-treated cells (n = 3). The top 10 DEGs sorted by *p* value and genes of interest were shown in the plot. **b** Heatmap of DEGs (|Log_2_(foldchange)|> 0.5 and *p* < 0.05) between control (n = 3) and METH-treated cells (n = 3). **c** The protein–protein interaction (PPI) network of DEGs. The up-regulated genes are marked in red, while the down-regulated genes are marked in blue. The greater the difference in expression, the darker the color. The size of nodes represents the number of edges of the node; the larger the size, the greater the number of edges. **d** 10 hub genes were identified with the MCC algorithm, using cytoHubba. The score is indicated in red color. Darker color indicates a higher score

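THP-1 cells, a human leukemic monocyte line, were the third line in the design, again with 3 control and 3 METH libraries. Reads on genes ranged from 16629183 to 18012205 per library in the control group, with a median of 17598186, and from 14614070 to 18670328 in the METH treatment group, with a median of 16731472. The floor of 3 reads was between 2.7 and 3.38 normalized reads. Of the 30719 genes listed for this line, 25131 were tested. At the threshold of the paper limma called 1099 DEGs in THP-1 cells, of which 729 were higher and 370 lower after METH. With adjustment, 1459 genes were under 0.05, 638 of them higher and 821 lower, and 241 of these passed the fold change threshold as well. The groups were separated in 843 of the 1099 DEGs, and in 21.3% of all genes tested. The count test on the recovered reads called 450 DEGs. METH and control accounted for 22.39% of the sum of squares over all genes tested, against 20.6% in the next highest split. With only the 500 genes of largest variance, the share was 20.46%, and 2 of the other splits had a larger share. SIGLEC6 (ENSG00000105492, chromosome 19, 51517819 to 51531856) had the smallest p-value, with 185 ± 17.4 normalized reads (SD, n = 3) in the control group and 607.9 ± 33.2 (SD, n = 3) after METH. METH raised it by a log2 fold change of 1.71 (standard error 0.098, adjusted p = 3.58e-14 in limma's test with Benjamini-Hochberg adjustment). CHI3L1 (ENSG00000133048) had 8369 ± 682.5 and 14114 ± 176.8 normalized reads (SD, n = 3 each) and a log2 fold change of 0.76 (standard error 0.056). CCDC86 (ENSG00000110104) fell by 0.69 on the log2 scale (standard error 0.084, adjusted p = 2.22e-06 in limma's test). FKBP4 (ENSG00000004478) fell by 0.55 and NEFH (ENSG00000100285) by 0.53.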

In THP-1 cells, 450 DEGs were identified, including 311 up-regulated genes and 139 down-regulated genes, as shown in the volcano map and heat map (Fig. 4a, b). The PPI network of DEGs and hub genes and most dense connected regions were obtained by Cytoscape (Fig. 4c, d). 

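The hub genes of the network in Fig. 4d were PDE4D, CATSPERG, CACNA1A, SYNE1, HSPA2, CACHD1, KIT, AXL, MMP2 and PDGFRB. In THP-1 cells 7 of them were higher and 3 lower after METH, with log2 fold changes from -0.81 in PDGFRB to 0.90 in CATSPERG. Over all genes tested 6 of the 10 had an adjusted p under 0.05 in limma's test with Benjamini-Hochberg adjustment. The adjusted p was 0.0803 for CATSPERG, 0.111 for HSPA2, 0.0879 for MMP2 and 0.11 for PDGFRB. In HSPA2 and PDGFRB the libraries of the groups overlapped. HSPA2 (ENSG00000126803) had 65.1 ± 18.7 normalized reads (SD, n = 3) in the control group and 40.9 ± 3.99 (SD, n = 3) after METH, and with a library left out its unadjusted p rose above 0.05 in 2 of the 6 fits, as did those of MMP2 and PDGFRB. PDGFRB (ENSG00000113721) had 39.3 ± 12.97 and 21.8 ± 6.16 normalized reads (SD, n = 3 each). The 12 genes named in the volcano plot of Fig. 4a had a median log2 fold change of 0.62, and 11 of them were higher after METH.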

Next, we performed a functional enrichment analysis of DEGs. However, no significant biological classification enrichment of DEGs was found after analysis by GO and KEGG. We only found that DEGs were enriched in cellular components on the external side of the plasma membrane and calcium channel complex (Additional file 5: Figure S5B). Therefore, then we performed enrichment analysis using Metascape instead. 

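Table S3 gives the genes behind some of the terms that the paper names for THP-1 cells, among them terms from Metascape. It has no row for response to copper ion or for regulation of cell activation. The 16 genes listed for cell-cell adhesion, among them KIT, CEACAM6, CLDN2 and CD209, had a median log2 fold change of 0.64, with 13 higher and 3 lower after METH, and 12 of them had an adjusted p under 0.05 in limma's test. Of the 15 genes listed for the small molecule biosynthetic process, 12 were higher and 3 lower, and 10 had an adjusted p under 0.05 in that test. DHCR7 (ENSG00000172893), which is in this list, went from 833.7 ± 34.9 to 1410 ± 52.9 normalized reads (SD, n = 3 each), a log2 fold change of 0.76 (standard error 0.069, adjusted p = 9.34e-09 in limma's test with Benjamini-Hochberg adjustment). The 34 genes listed for positive regulation of protein autophosphorylation ranged from -1.77 to 1.97, with 23 higher and 11 lower.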

We found that DEGs were mainly enriched in response to copper ion, cell–cell adhesion, small molecule biosynthetic process, positive regulation of protein autophosphorylation, and regulation of cell activation, etc. (Additional file 5: Figure S5A). Next, we performed GO and KEGG enrichment analyses of hub genes and found that they were mainly associated with calcium ion transport and regulation of calcium channel (Additional file 5: Figure S5C–F). 

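Table S3 lists 4 genes for calcium ion transmembrane transport in THP-1 cells, of which 2 were higher and 2 lower after METH. CACNA1A (ENSG00000141837), a calcium channel subunit, had 76.2 ± 5.16 normalized reads (SD, n = 3) in the control group and 112.7 ± 7.74 (SD, n = 3) after METH. This was a log2 fold change of 0.56 (standard error 0.16, adjusted p = 0.027 in limma's test with Benjamini-Hochberg adjustment). PDE4D (ENSG00000113448) had 137.3 ± 32.4 and 198.1 ± 19.98 normalized reads (SD, n = 3 each), a log2 fold change of 0.55 (standard error 0.14, adjusted p = 0.0162 in the same limma test). Left-out libraries moved the PDE4D value between 0.35 and 0.70, and values under 0.5 are below the threshold for DEGs. CACHD1 (ENSG00000158966) had 65.0 ± 6.59 and 39.1 ± 4.69 normalized reads (SD, n = 3 each), a log2 fold change of -0.72 (standard error 0.21, adjusted p = 0.0333 in the same limma test). The other gene of the list, HSPA2, had a log2 fold change of -0.62. From the calcium terms the paper proposes that a disruption of calcium ions impairs the function of THP-1 cells.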

A list of these GO and KEGG pathways of interest as well as genes were shown in Additional file 6: Table S3.

**Fig. 4:**
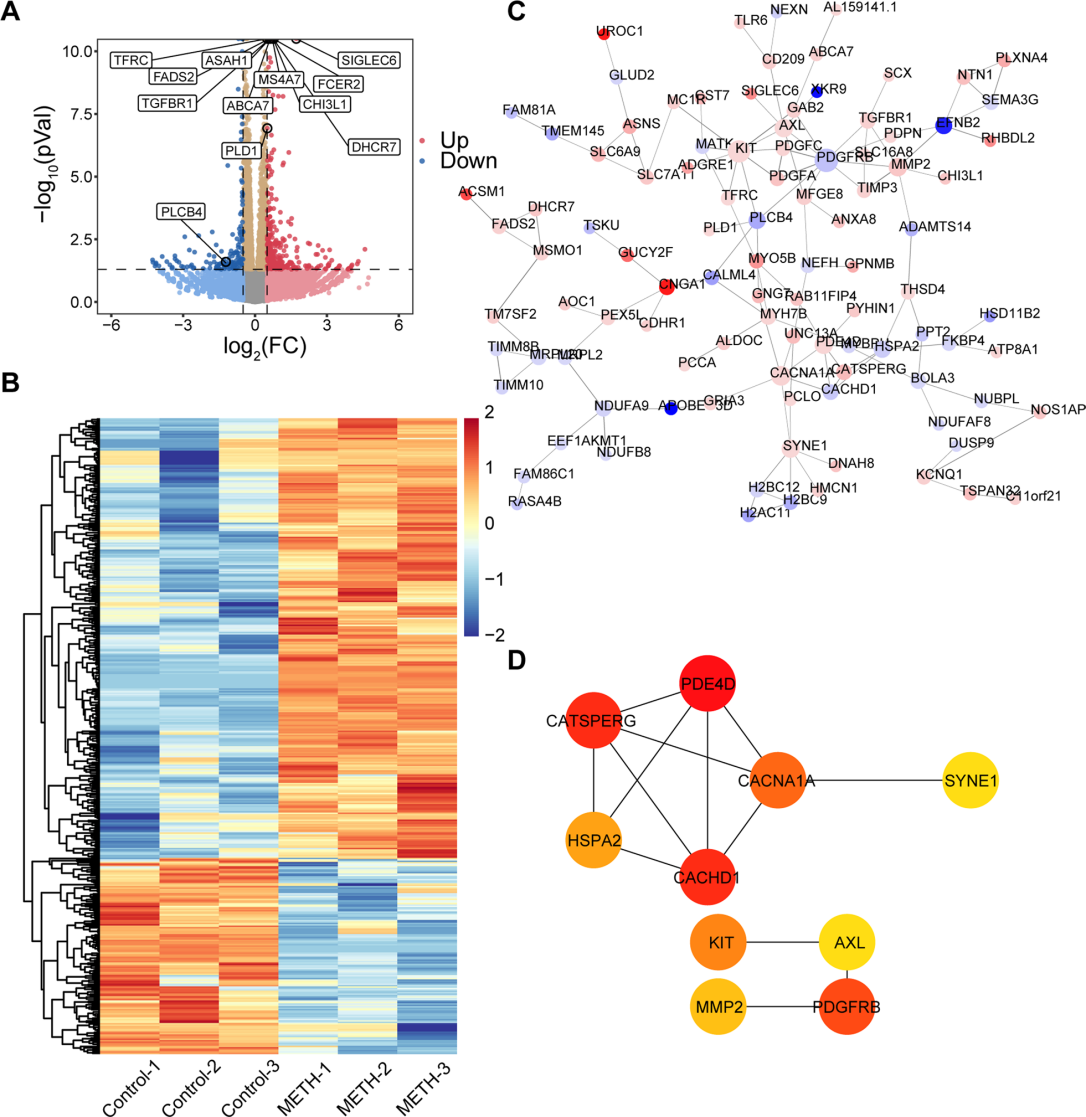
Identification of differentially expressed genes (DEGs) in THP-1 cells with methamphetamine treatment. **a** Volcano plot showing DEGs (|Log_2_(foldchange)|> 0.5 and *p* < 0.05) between control (n = 3) and METH-treated cells (n = 3). The top 10 DEGs sorted by *p* value and genes of interest were shown in the plot. **b** Heatmap of DEGs (|Log_2_(foldchange)|> 0.5 and *p* < 0.05) between control (n = 3) and METH-treated cells (n = 3). **c** The protein–protein interaction (PPI) network of DEGs. The up-regulated genes are marked in red, while the down-regulated genes are marked in blue. The greater the difference in expression, the darker the color. The size of nodes represents the number of edges of the node; the larger the size, the greater the number of edges. **d** 10 hub genes were identified with the MCC algorithm, using cytoHubba. The score is indicated in red color. Darker color indicates a higher score

### Combined enrichment analysis of DEGs of three types of immune cells

To find the potential common biological classification of METH affecting the three immune cells, we performed a combined analysis of DEGs from three cell types using Metascape. We found 3 DEGs shared by the three cell types, 22 genes shared by Jurkat and NK-92, 21 by Jurkat and THP-1, and 22 by NK-92 and THP-1 (Fig. 5a). 

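The DEGs called by limma at the threshold of the paper were compared between the lines, over the genes tested in both lines of a pair. Jurkat and NK-92 shared 58 DEGs, where chance gives 27, with an odds ratio of 2.35 (two-sided Fisher's exact test, p = 6.08e-08). Of these 58 genes, 41 changed in the same direction. Jurkat and THP-1 shared 55 DEGs, where chance gives 30.9 (odds ratio 1.90, Fisher's exact test, p = 3.4e-05), and 44 changed in the same direction. NK-92 and THP-1 shared 77 DEGs, where chance gives 29.1 (odds ratio 3.04, Fisher's exact test, p = 5.41e-15), and 52 changed in the same direction. This chance level takes every gene as equally likely to be called, but the DEGs had fewer reads than all genes tested. With wrong groups in at least 1 line, the pairs shared up to 35, 39 and 31 DEGs in the same order. Each of these numbers is above the chance level given. The odds ratios and p-values thus do not measure a shared METH effect alone. The 10 genes called in all 3 lines were AC131392.1, BTBD8, EIF3CL, FSCN2, GPR84, KLHL24, RPSAP47, SCART1, SMN1 and TMSB4XP8. In 5 of these, AC131392.1, EIF3CL, RPSAP47, SMN1 and TMSB4XP8, over 10% of the exon sequence is shared with near-identical genes, so their reads are uncertain. KLHL24 (ENSG00000114796) was higher after METH in each line, with a log2 fold change of 0.73 in Jurkat, 0.87 in NK-92 and 0.54 in THP-1. SCART1 (ENSG00000214279) was higher by 0.71, 0.50 and 0.81 in the same order, BTBD8 (ENSG00000189195) by 0.66, 1.30 and 0.51, and GPR84 (ENSG00000139572) by 0.62, 0.60 and 0.61. FSCN2 did not keep its direction, with log2 fold changes of -0.77 in Jurkat, -0.75 in NK-92 and 0.59 in THP-1. AC131392.1, RPSAP47 and TMSB4XP8 also changed direction between lines, while EIF3CL and SMN1 were lower in each line. DESeq2's count test on the recovered reads gave 22 shared DEGs for Jurkat and NK-92, 21 for Jurkat and THP-1, 22 for NK-92 and THP-1, and 3 for all lines, which were KLHL24, SCART1 and BTBD8. The fold change threshold was then kept, and the unadjusted p was replaced by an adjusted p under 0.05 (Benjamini-Hochberg) in limma's test. The numbers were then 15, 14, 14 and 4 in the same order. With all 18 libraries in 1 fit, at the threshold of the paper, the numbers were 83, 125, 125 and 11.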

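The log2 fold changes of the lines were compared across genes with a mean of at least 50 normalized reads in both lines of a pair, and genes are not independent replicates. Across 9842 genes Pearson's r between Jurkat and NK-92 was 0.243 and Spearman's rho was 0.265. Across 10622 genes r between Jurkat and THP-1 was 0.383 and rho was 0.41, and across 9618 genes r between NK-92 and THP-1 was 0.351 and rho was 0.377. Over all genes tested in both lines of a pair, r was between 0.042 and 0.0615.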

Next, we found that the three cell types had similar response patterns to METH treatment in certain biological processes or pathways. 

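A list of 38 genes of phospholipid synthesis, fixed in advance from the enzymes of the pathway, covers choline and ethanolamine kinases such as CHKA and ETNK1, acyltransferases such as GPAM and LPCAT1, and lipins such as LPIN1. In Jurkat cells 37 of them were tested, and 30 were higher and 7 lower after METH, with a median log2 fold change of 0.06 (limma's camera test, adjusted p = 4.03e-06 over the 15 tests with Benjamini-Hochberg adjustment). In NK-92 cells 33 were tested, and 21 were higher and 12 lower, with a median of 0.02 (limma's camera test, adjusted p = 0.138). Under the fry test the adjusted p in NK-92 cells was 0.0222. In THP-1 cells 18 of the 37 genes tested were higher and 19 lower, with a median of -0.02 (limma's camera test, adjusted p = 0.483). Leaving out each library in turn moved the NK-92 median between 0.003 and 0.030 and the THP-1 median between -0.04 and 0.03. At the threshold for DEGs 1 gene of the list was called in Jurkat cells and 0 in the other lines. The genes that the paper's enrichment assigned to the phospholipid metabolic process are not named in its text, and the list is not that term. From such co-enriched processes the paper states that the cell types had similar response patterns to METH in some processes and pathways.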

As shown in Fig. 5b, DEGs of the three cell types are co-enriched in the phospholipid metabolic process. 

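The sterol synthesis genes were also measured in THP-1 cells, where 17 of the 21 were higher and 4 lower after METH. The median log2 fold change was 0.28, and camera gave an adjusted p of 5.9e-15 over the 15 tests with Benjamini-Hochberg adjustment. At the threshold for DEGs 3 genes of the list were called in THP-1 cells, and 12 had an adjusted p under 0.05 in limma's test. The Jurkat genes of the cholesterol biosynthetic process in Table S1, whose selection did not use the THP-1 libraries, had a median of 0.28 there, with 22 of 25 tested genes higher (limma's camera test, adjusted p = 4.39e-22, Benjamini-Hochberg over 2 tests). Of the 18 genes that Table S3 lists for the monocarboxylic acid metabolic process, 14 were tested in Jurkat cells, and 3 of these were DEGs there, with 9 genes higher and 5 lower. In THP-1 cells 15 of these 18 genes were higher and 3 lower, and 9 had an adjusted p under 0.05 in limma's test.

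**Figure D1:**
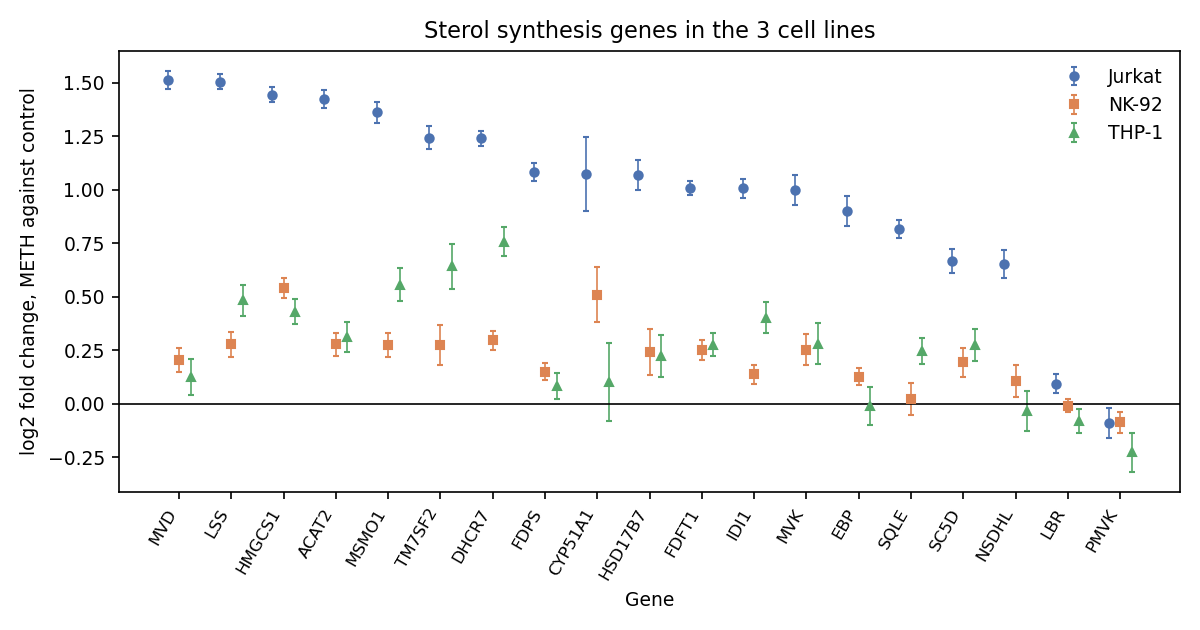
Log2 fold change (METH against control, y axis) of sterol synthesis genes (x axis, ordered by the value in Jurkat cells) in Jurkat (circles), NK-92 (squares) and THP-1 (triangles) cells. Points are limma estimates from 3 libraries per group and bars are standard errors, and PMVK, the last gene, is below 0 in all 3 lines.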

DEGs of Jurkat and THP-1 co-enriched in cholesterol biosynthesis and monocarboxylic acid metabolic process. DEGs of Jurkat and NK-92 co-enriched in response to peptide lipid homeostasis. 

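The genes behind this term are not named in the text of the paper, so the genes of sterol synthesis, which are part of lipid homeostasis, were taken for NK-92 cells. Of the 21 genes, 19 were higher and 2 lower after METH, with a median log2 fold change of 0.24 (limma's camera test, adjusted p = 1.08e-14, Benjamini-Hochberg over the 15 tests). In limma's test 16 of them had an adjusted p under 0.05, and 2 passed the threshold for DEGs. The cholesterol genes of Table S1, selected in Jurkat cells, had a median of 0.25 in NK-92 cells, with 25 of 26 higher (limma's camera test, adjusted p = 9.35e-24, Benjamini-Hochberg over 2 tests).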

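The genes of Table S2 and Table S3 were each measured in the line in which they had not been selected. Of the genes that Table S2 lists for the ERK1 and ERK2 cascade, 12 were tested in THP-1 cells, where 7 were higher and 5 lower after METH, with a median log2 fold change of 0.15, and 2 were DEGs. Of the ERK-induced genes fixed in advance, such as SPRY2 and DUSP6, 8 were higher and 7 lower in THP-1 cells (limma's camera test, adjusted p = 0.28, Benjamini-Hochberg over the 15 tests). Their median there was 0.02, and it lay between -0.02 and 0.06 when each library was left out in turn. Of the genes listed for cell-cell adhesion in THP-1 cells, 12 were tested in NK-92 cells, where 11 were higher and 1 lower, with a median of 0.31, and 2 were DEGs. Of these 12 genes 1 had an adjusted p under 0.05 in limma's test.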

And DEGs of NK-92 and THP-1 co-enriched in the regulation of cell activation, cell–cell adhesion, regulation of ERK1 and ERK2 cascade, and circulatory system process (Fig. 5b).

**Fig. 5:**
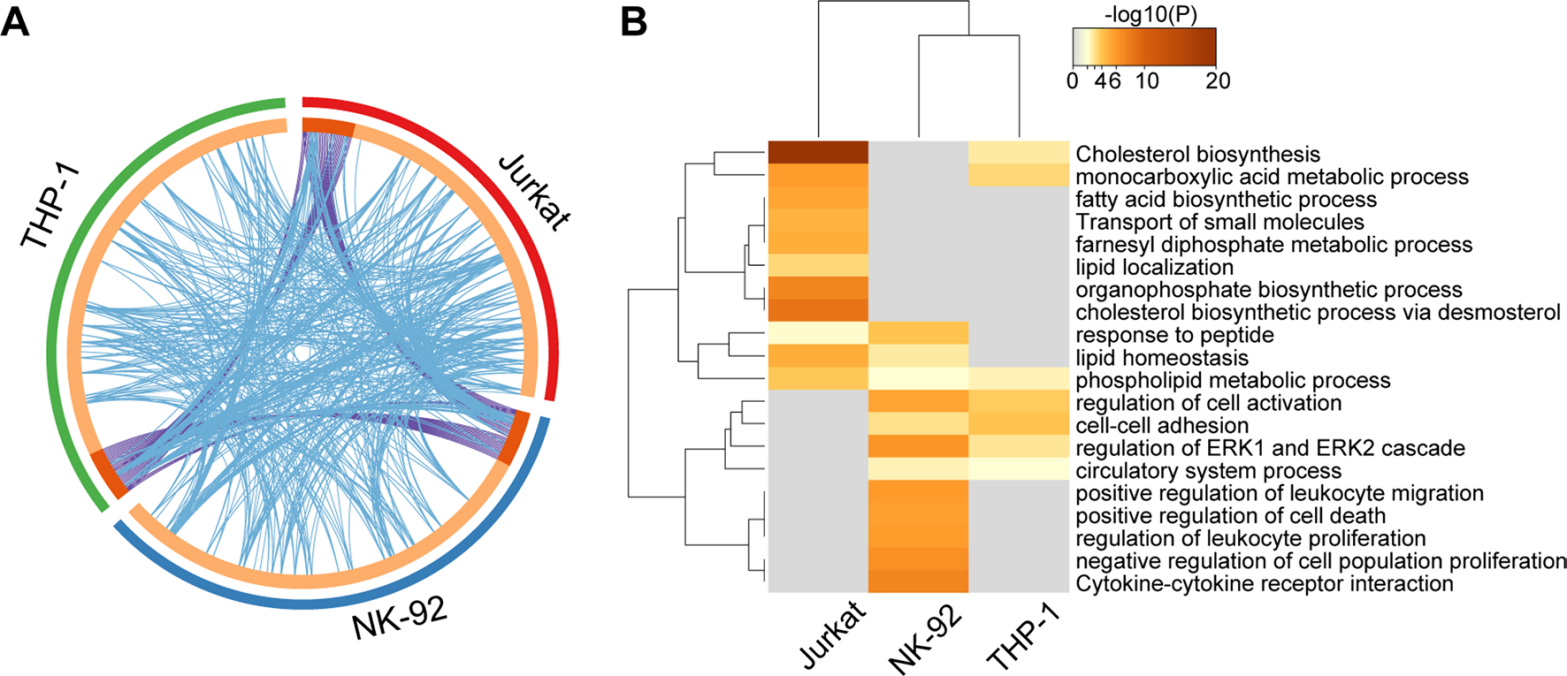
Combined analysis of three types of immune cells. **a** Circos plot showing shared differentially expressed genes (DEGs) between three types of immune cells. The shared genes are linked by purple lines, and the different genes falling into the same term are linked by blue lines. **b** Heatmap showing enrichment of DEGs of Jurkat, NK-92 and THP-1 cell. The color from gray to brown indicates high to low *p* values, respectively

### qPCR validation

We selected several DEGs that were enriched in important biological processes and pathways for qPCR validation. Based on the RNA-seq enrichment results, we selected a part of genes enriched in the cholesterol biosynthesis process, cytokine-cytokine receptor interaction, negative regulation of cell population proliferation, and monocarboxylic acid metabolism process for validation. These genes were generally expressed in higher relative amounts than others and had lower *p* values. 

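The mean of normalized reads over the 6 libraries of a line and the rank of limma's p-value were taken for each gene. They were compared with those of all DEGs that limma called in the line. In Jurkat cells the DEGs had a median of 11.5 normalized reads. MVD had 4059, HMGCS1 8860, FADS2 11150 and LSS 9144, and each exceeded at least 98.5% of the DEGs. By p-value these 4 genes ranked between 1 and 8 of the 956 DEGs. In NK-92 cells, where the median of the DEGs was 13.7, CCL1 had 15.3, FCER1G 46.6 and S1PR2 13.7 normalized reads. By p-value FCER1G ranked 121, CCL1 301 and S1PR2 347 of the 917 DEGs. In THP-1 cells, where the median was 15.97, PLCB4 had 18.1 and ranked 416 of the 1099 DEGs, and PLD1 had 718.8 and ranked 41. Over all genes tested the median was 43.0 normalized reads in Jurkat, 40.7 in NK-92 and 42.0 in THP-1 cells. The DEGs that the paper called had medians of 39.4, 38.8 and 47.1 normalized reads in the same order. CCL1, S1PR2 and PLCB4 lay below the median of the paper's DEGs in their line. FCER1G, PLD1 and the 4 Jurkat genes lay above it.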

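In the RNA-seq libraries MVD (ENSG00000167508, chromosome 16, 88651935 to 88663161) had 2103 ± 25.2 normalized reads (SD, n = 3) in control Jurkat cells and 6014 ± 333.1 (SD, n = 3) after METH. Its log2 fold change was 1.51 (standard error 0.043, adjusted p = 1.69e-25 in limma's test with Benjamini-Hochberg adjustment). HMGCS1 (ENSG00000112972, chromosome 5, 43287470 to 43313512) went from 4759 ± 179.2 to 12960 ± 463 normalized reads (SD, n = 3 each), a log2 fold change of 1.45 (standard error 0.036, adjusted p = 5.33e-27 in limma's test). FADS2 (ENSG00000134824, chromosome 11, 61792980 to 61867354) went from 7156 ± 321.2 to 15149 ± 138.3 (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.034, adjusted p = 3.15e-24 in limma's test). LSS (ENSG00000160285, chromosome 21, 46188141 to 46228824) went from 4762 ± 179.7 to 13526 ± 190.7 (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.035, adjusted p = 6.99e-28 in limma's test). With each library left out in turn the log2 fold changes stayed between 1.06, in FADS2, and 1.56, in MVD.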

Figure 6a showed the mRNA relative expression of *MVD*, *HMGCS1*, *FADS2*, *LSS*, and *DHCR24*, enriched in cholesterol biosynthesis in Jurkat cells. Figure 6b showed the mRNA relative expression of *CCL1* and *FCER1G* which were enriched in cytokine-cytokine receptor interaction and *S1PR2* which was enriched in negative regulation of cell population proliferation in NK-92 cells. 

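In the RNA-seq libraries CCL1 (ENSG00000108702, chromosome 17, 34360328 to 34363233) had 9.04 ± 3.12 normalized reads (SD, n = 3) in control NK-92 cells and 21.5 ± 8.00 (SD, n = 3) after METH. Its log2 fold change was 1.15 (standard error 0.41, adjusted p = 0.053 in limma's test with Benjamini-Hochberg adjustment). FCER1G (ENSG00000158869, chromosome 1, 161215234 to 161220699) had 30.2 ± 2.89 and 62.96 ± 8.95 normalized reads (SD, n = 3 each), a log2 fold change of 1.03 (standard error 0.24, adjusted p = 6.17e-04 in limma's test). S1PR2 (ENSG00000267534, chromosome 19, 10221433 to 10231331) had 8.10 ± 2.11 and 19.3 ± 5.97 normalized reads (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.43, adjusted p = 0.069 in limma's test). With each library left out in turn, the unadjusted p of CCL1 and of S1PR2 rose above 0.05 in 1 of the 6 fits each, and the log2 fold change was as low as 0.88 in CCL1 and 0.92 in S1PR2.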

Figure 6c showed the mRNA relative expression of *PLCB4* and *PLD1* which were enriched in the monocarboxylic acid metabolic process in THP-1 cells. 

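In the RNA-seq libraries PLCB4 (ENSG00000101333, chromosome 20, 9068763 to 9481242) had 25.3 ± 14.8 normalized reads (SD, n = 3) in control THP-1 cells and 10.8 ± 3.51 (SD, n = 3) after METH. Its log2 fold change was -1.06 (standard error 0.40, adjusted p = 0.12 in limma's test with Benjamini-Hochberg adjustment). With each library left out in turn it lay between -1.38 and -0.63, and the unadjusted p rose above 0.05 in 2 of the 6 fits. PLD1 (ENSG00000075651, chromosome 3, 171600404 to 171810950) had 592.6 ± 64.9 and 845 ± 31.8 normalized reads (SD, n = 3 each), a log2 fold change of 0.52 (standard error 0.081, adjusted p = 9.05e-05 in limma's test). Left-out libraries moved the PLD1 value between 0.44 and 0.60, and values under 0.5 are below the threshold for DEGs.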

The trends of expression levels of DEGs were consistent with the RNA-seq results, indicating favorable reliability of RNA-seq.

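The qPCR values themselves were not analysed here. In RNA-seq, the 3 METH libraries of each gene plotted lay all above the 3 control libraries, or all below them in PLCB4 (exact two-sided permutation test on normalized reads, p = 0.1 for each gene, the smallest that 3 against 3 allow). From the shared trends of qPCR and RNA-seq the paper concludes that the RNA-seq data were reliable.

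**Figure D2:**
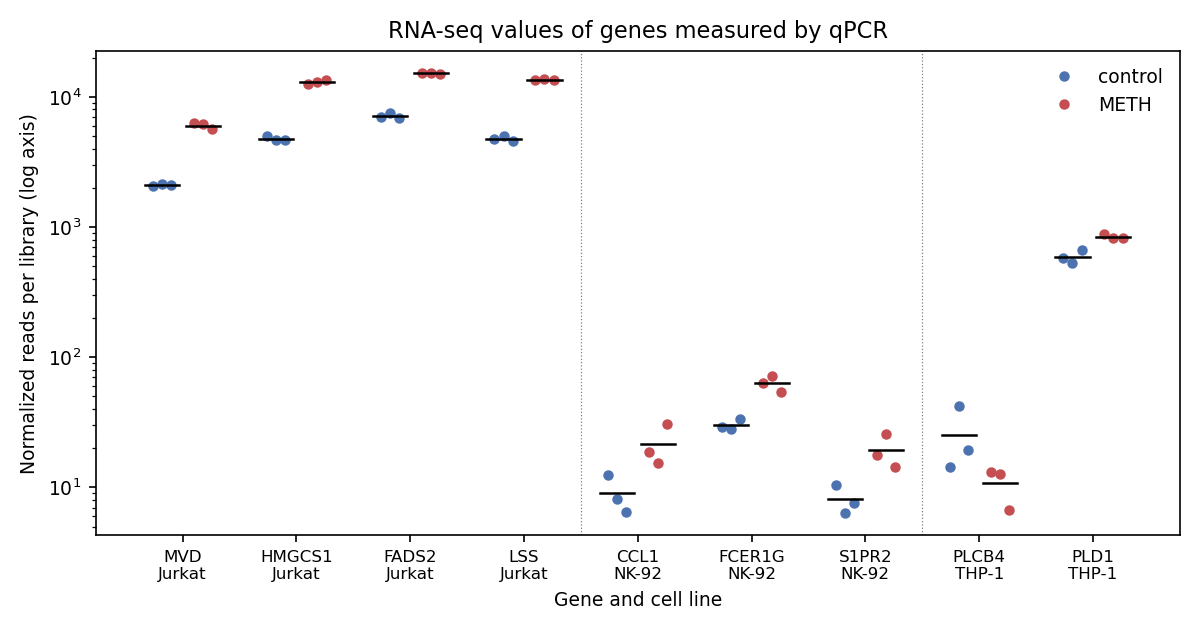
Normalized reads per library (y axis, log scale) of genes measured by qPCR (x axis, with the cell line), in control (blue) and METH (red) libraries. Each point is 1 library and each black line the mean of 3 libraries, and PLCB4 is the only gene plotted that is lower after METH.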

**Fig. 6:**
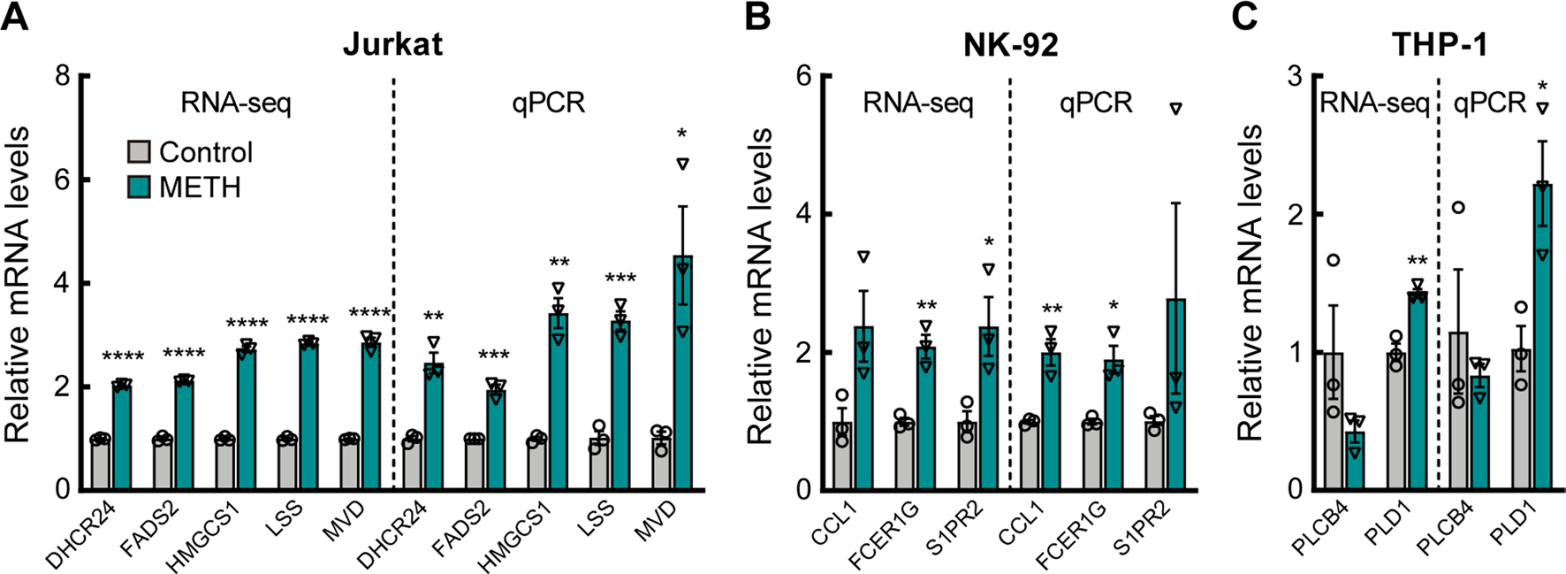
Comparison of qPCR validation and RNA-seq results of DEGs enriched in important biological processes and pathways. **a** DEGs from Jurkat cells. **b** DEGs from NK-92 cells. **c** DEGs from THP-1 cells. Data represent mean ± SEM from three distinct biological replicates (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, compared with control)

## Discussion

Immune cells are an important part of the immune system, and an increasing number of studies have found them to be impaired in METH abuse [23, 24, 32]. In this study, we constructed models of METH-treated cells of three common immune cells in vitro and evaluated the effects of METH in the resting state of immune cells. We found that T cells, NK cells and monocytes all showed varying degrees of response. Indeed, similar to some of the previous findings, METH affected the proliferation of all three cell types to some extent and led to apoptosis in NK cells. At the transcriptome level, T cells mainly showed disorders of cholesterol metabolism, NK cells showed activation of ERK1/ERK2 cascade and cytokine-related responses, and THP-1 cells showed disorders of calcium ion transmembrane transport. To some extent, the above results may reflect the adverse effects of METH abuse on immune cells.

In this study, we treated these three common immune cells with 250 μM METH for 24 h and found that there was no significant effect on cell viability. And this treatment concentration and time were used in subsequent transcriptome tests. This is similar to the drug concentration in blood, urine or tissues of people who use METH, about 2 μM to 600 μM [19, 33–35]. The concentration we used was higher compared to other similar studies we mentioned before, and they were mostly around 100 μM. This may cause our results to be partially different from other studies. However, binge states may occur during drug use over time and lead to an escalation of drug abuse [36, 37]. This makes it meaningful to use METH at a higher concentration without cytotoxicity in this experiment.

T cells are an important component of the immune system, regulating multiple aspects of adaptive immunity, including responses to pathogens, allergens and tumors [38]. We found that METH abuse led to changes of steroid metabolic processes in Jurkat cells, mainly cholesterol metabolism (Additional file 3: Figure S3A, E). The results were verified by qPCR (Fig. 6a), and several genes encoding key enzymes in the cholesterol synthesis pathway were significantly upregulated [39]. Interestingly, some of these genes may play a protective role in some cases. *MVD* encodes mevalonate diphosphate decarboxylase, and catalyzes the conversion of mevalonate pyrophosphate into isopentenyl pyrophosphate in the early steps of cholesterol biosynthesis [40]. *HMGCS1* (3-hydroxy-3-methylglutaryl-CoA synthase 1) is also involved in the mevalonate pathway. It is a regulatory node in cholesterol biosynthesis, and may promote cell proliferation [41]. *FADS2* (fatty acid desaturase 2) may be involved in the coordination of inflammatory responses and metabolic homeostasis [42]. *LSS* (lanosterol synthase) catalyzes the conversion of (S)-2,3 oxidosqualene to lanosterol and catalyzes the first step in the biosynthesis of cholesterol, and may play a protective role in the early stages of oxidative stress [43]. *DHCR24* (24-dehydrocholesterol reductase) catalyzes the reduction of the delta-24 double bond of sterol intermediates during cholesterol biosynthesis, and may alleviate oxidative stress and reduce apoptosis [44, 45]. METH always leads to oxidative stress. For example, studies showed that METH caused mitochondrial dysfunction in microglia or nerve cells, increased oxidative stress, and led to cell apoptosis [46, 47]. In our results, DEGs were also enriched in molecular functions such as oxidoreductase activity and NADP binding, and the AMPK signaling pathway (Additional file 3: Figure S3C, D). The AMPK signaling pathway is thought to be related to oxidative stress [48]. These results suggest that METH may lead to oxidative stress in T cells. Therefore, the upregulation of the cholesterol synthesis process and related genes may be the protective response of T cells to METH stimulation.

Cholesterol is a class of steroids that forms the basic structure of cell membranes and is also a metabolic intermediate and signaling factor involved in the coordination of many biological processes [49]. However, excess cholesterol may lead to adverse effects. Several studies have shown an association between cholesterol and T-cell immunosuppression. In breast cancer, elevated cholesterol levels were associated with tumor recurrence and metastasis, and the oxysterol metabolite of cholesterol, 27-hydroxycholesterol, led to a decrease in the number of cytotoxic CD8^+^ T lymphocytes and promoted immunosuppression [50]. It was found that lower levels of cholesterol in an IL-9-secreting Tc9 cell formed by CD8^+^ T cells enhanced its antitumor effect and cell differentiation [51]. In addition, in the tumor microenvironment, cholesterol increased endoplasmic reticulum (ER) stress leading to high levels of immune checkpoint expression and cellular exhaustion in CD8^+^ T cells, and in contrast, its anti-tumor activity could be effectively restored by lowering cellular cholesterol [52]. Conversely, however, it had also been shown that antitumor effects were enhanced by increasing plasma membrane cholesterol levels. The researchers found that the cholesterol levels were markedly increased in activated CD8^+^ T cells, and cholesterol biosynthesis and transport pathways were upregulated. Inhibition of cholesterol synthesis and transport led to decreased granule and cytokine production. Elevated CD8^+^ T cell plasma membrane cholesterol levels through inhibition of ACAT1, a key cholesterol esterase, led to enhanced T cell receptor clustering, as well as more efficient signal transduction and immunological synapse formation [53]. In our results, there was no significant difference in *ACAT1*, but *ACAT2* (acetyl-CoA acetyltransferase 2) was significantly upregulated (Fig. 2a). 

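ACAT1 (ENSG00000075239, chromosome 11, 108116695 to 108147603) had 1007 ± 37.9 normalized reads (SD, n = 3) in control Jurkat cells and 932.3 ± 19.4 (SD, n = 3) after METH. This gave a log2 fold change of -0.11 (standard error 0.058, adjusted p = 0.376 in limma's test with Benjamini-Hochberg adjustment). ACAT2 (ENSG00000120437, chromosome 6, 159762045 to 159779112) had 2056 ± 45.6 and 5517 ± 126.9 normalized reads (SD, n = 3 each), a log2 fold change of 1.42 (standard error 0.041, adjusted p = 2.01e-25 in limma's test). The genes with these symbols are the acetyl-CoA acetyltransferases, so their values do not measure the sterol O-acyltransferases SOAT1 and SOAT2. Neither SOAT1 nor SOAT2 passed the threshold for DEGs in Jurkat cells. From the higher expression of the cholesterol synthesis genes and the enrichment in oxidoreductase activity and the AMPK signaling pathway, the paper proposes that the upregulated cholesterol synthesis is a protective response of T cells to METH.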

ACAT2 is an isoenzyme of ACAT1, which also produces cholesterol esters. In contrast, it has been shown that inhibition of *ACAT2* impairs the expansion of TCR-driven CD4^+^ and CD8^+^ T cells [54]. To some extent, our results also suggested that T cells may be activated. In addition, cholesterol metabolism is involved in autophagy, inflammation and apoptosis, and is associated with ER stress, and severe ER stress may lead to apoptosis [49]. Moreover, most of the cholesterol is located in membrane structures called lipid rafts on the cell membrane and is involved in receptor composition and protein signaling [55], such as TCR signaling, which is sensitive to cholesterol content [56]. Therefore, we hypothesize that METH causes oxidative stress, and further lead to cholesterol metabolism disruption and leads to dysfunction, decreased cellular activity and apoptosis in T cells. However, as far as we know, this has not been hypothesized in METH-induced T-cell impairment and therefore requires further study.

NK cells are a class of innate lymphocytes that can directly kill target cells and play a key role in processes such as antiviral and antitumor [57]. We showed that METH significantly activated NK cells at the transcriptional level, mainly in response to cytokines, cell chemotaxis and cell migration, possibly mediated by ERK1 and ERK2 cascade (Additional file 4: Figure S4A–C). ERK1 and ERK2 cascade is a MAPK signaling pathway that is normally activated by a variety of factors, including cytokines, hormones, and cellular stress and is associated with cell proliferation, differentiation, cell migration, stress, inflammatory response, apoptosis, and other processes [58–60]. Similar to previous in vivo results in animals, the study found that METH increased the expression level of CD107a, TNF-α and IFN-γ in NK cells [18]. 

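CD107a is encoded by LAMP1 (ENSG00000185896, chromosome 13, 113297239 to 113323672), which had 4918 ± 83.1 normalized reads (SD, n = 3) in control NK-92 cells and 5520 ± 107.1 (SD, n = 3) after METH. This gave a log2 fold change of 0.17 (standard error 0.030, adjusted p = 1.07e-05 in limma's test with Benjamini-Hochberg adjustment). IFNG (ENSG00000111537, chromosome 12, 68154768 to 68159740), which encodes IFN-γ, had 1026 ± 42.4 and 1200 ± 86.7 normalized reads (SD, n = 3 each), a log2 fold change of 0.22 (standard error 0.052, adjusted p = 7.16e-04 in limma's test). TNF (ENSG00000232810, chromosome 6, 31575565 to 31578336), which encodes TNF-α, had 777.9 ± 65.8 and 630.4 ± 18.1 normalized reads (SD, n = 3 each), a log2 fold change of -0.30 (standard error 0.062, adjusted p = 1.18e-04 in limma's test). None of the 3 genes passed the fold change threshold for DEGs. From the enriched terms in NK-92 cells the paper proposes that the ERK1 and ERK2 cascade mediates an activation of NK cells.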

In our results, CD107a and IFN-γ were significantly upregulated, although the fold change was small (Fig. 3a). The results of qPCR validation showed that *CCL1* was significantly upregulated (Fig. 6b). Studies show that activated NK cells can produce CCL1, which may recruit other immune cells during the immune response and mediate the inflammatory response [61]. The expression of *FCER1G* (Fc epsilon receptor Ig) was increased (Fig. 6b), and may be related to the increased regulatory activity of NK cells [62]. And the expression of *S1PR2* (sphingosine-1-phosphate receptor 2) was increased (Fig. 6b), and may be involved in the ERK1/2 signaling pathway [63]. In addition, DEGs were also enriched in response to cytokine, cell migration and chemotaxis (Additional file 4: Figure S4A–C). These results all suggested that NK cells were activated. However, sustained activation may lead to depletion of immune cells [64]. Our results showed that METH led to an increased proportion of NK-cell apoptosis (Fig. 1c). It suggests that METH may lead to NK-cell immune dysregulation and death through ERK1 and ERK2 cascade.

Monocytes are also a key part of the immune system and are often thought to be a common source of dendritic cells and macrophages [65]. We found that METH use is associated with calcium ion transmembrane transport and calcium channel activity in THP-1 cells (Additional file 5: Figure S5C–E). Calcium ion is an intracellular second messenger involved in the regulation of various biological processes such as proliferation, apoptosis and immune responses, and various diseases such as autoimmune diseases and viral infections [66]. For example, in macrophages, calcium ions can regulate the production of TNF-α [67] and nitric oxide [68]. Moreover, calcium ion promoted DCs activation and maturation in vitro and play a role in responses to TLR ligands, bacteria, and microbial toxins [69]. Therefore, METH-induced calcium ion disruption may lead to functional impairment of THP-1 cells. In the qPCR validation results, PLCB4 (phospholipase C beta 4) and PLD1 (phospholipase D1) were changed (Fig. 6c). They can promote cell signal transduction, second messenger generation, intracellular calcium ions release, protein kinase C activation, and cause cell activation [70, 71]. In addition, DEGs were also enriched in cell–cell adhesion (Additional file 5: Figure S5A), which may be involved in the pro-inflammatory response [72]. Therefore, the above results suggest that METH may cause THP-1 cell activation and cell function impairment.

We also found some common responses of different immune cells to the effects of METH. Similar to Jurkat, METH disrupts lipid homeostasis in NK-92 cells (Fig. 5b). Recent studies have found that increased lipid metabolism impaired NK-cell function in aggressive B-cell lymphoma [73], suggesting that METH-induced lipid disruption may also lead to NK-cell dysfunction. Likewise, THP-1 showed disruption of cholesterol biosynthesis (Fig. 5b). It has been shown that there was an association between cholesterol biosynthesis and impaired monocytes cytokine production in the context of human lower respiratory tract infections [74]. It is worth noting that all three cell types showed disturbance of the phospholipid metabolic process after METH treatment (Fig. 5b). Phospholipids comprise a large number of lipids that define cells and organelles by forming membrane structures, and their complex metabolism represents a highly controlled cellular signaling network, which studies have shown to be critical for establishing an effective immune response [75]. Once the process of phospholipid metabolism is disturbed, it will cause immune cell dysfunction, and this may be a common pathway for METH to mediate adaptive immunity and innate immune impairment. Interestingly, METH also caused disruption of phospholipid metabolism in the mouse brain [76], suggesting a potential common pathway for METH injury to the organism.

There are several limitations in our present study. First, we lack validation of protein expression levels of key differential genes. Second, the subsequent functional studies are critical but absent in the present work. Third, the mechanisms of how METH leads to these immune cell responses remain unclear. Fourth, the studies were performed in vitro and do not well simulate the complex environment in vivo. In addition, this study did not identify and analyze the subsets of immune cells. Therefore, the next in-depth study is necessary.

## Conclusion

We explored the response of immune cells to METH abuse, importantly at the transcriptome level. The transcriptomic changes are mostly proposed for the first time. These results provide new insights into the potential effects by which METH injures the human immune system.

## Supplementary Information

**Additional file 1**. **Figure S1. **Methamphetamine inhibited immune cell viability and promoted apoptosis. CCK-8 assay was used to assess Jurkat cell (A), NK-92 cell (B) and THP-1 cell (C) viability after treatment with different METH concentrations and different treatment time. Data represent mean ± SEM from three to seven independent experiments (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, compared with 0 μM).

**Additional file 2**. **Figure S2**. Flow cytometry results of apoptosis of immune cells. The representative results showed the apoptosis of different immune cells after 0-1000 μM methamphetamine treatment for 12 h, 24 h, and 48 h. The results were representative of at least three independent experiments.

**Additional file 3**. **Figure S3. **GO and KEGG pathway functional enrichment analysis of Jurkat cells. (A-D) GO and KEGG pathway functional enrichment analysis of DEGs. (E-H) GO and KEGG pathway functional enrichment analysis of hub genes. Top 10 sorted by *p* value of GO terms or KEGG pathways were shown. GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; DEGs: differentially expression genes.

**Additional file 4**. **Figure S4. **GO and KEGG pathway functional enrichment analysis of NK-92 cells. (A-C) GO and KEGG pathway functional enrichment analysis of DEGs. (D-G) GO and KEGG pathway functional enrichment analysis of hub genes. Top 10 sorted by *p* value of GO terms or KEGG pathways were shown. GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; DEGs: differentially expression genes.

**Additional file 5**. **Figure S5. **Metascape, GO and KEGG pathway functional enrichment analysis of THP-1 cells. (A) Metascape enrichment analysis of DEGs. (B) GO cellular component enrichment analysis of DEGs. (C-F) GO and KEGG pathway functional enrichment analysis of hub genes. Top 20 sorted by *p* value of Metascape analysis and top 10 sorted by *p* value of GO terms or KEGG pathways were shown. GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; DEGs: differentially expression genes.

**Additional file 6**. **Table S1.** GO and KEGG pathways of interest in Jurkat cells. **Table S2.** GO and KEGG pathways of interest in NK-92 cells. **Table S3.** GO and KEGG pathways of interest in THP-1 cells.

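Table S1, Table S2 and Table S3 each pair the names of terms from gene annotation databases with genes of one cell line that carry the annotation. A gene can stand under several terms, and nearly all of the genes are DEGs that the paper called, so their differences were measured in the libraries in which the genes were selected. In Jurkat cells all genes of Table S1 were found in the deposited table, and in THP-1 cells all genes of Table S3 were found. In NK-92 cells the symbols CCL3L1 and CCL4L1 of Table S2 were not found. Symbols that differ between the paper and the deposited tables were matched through the Ensembl identifier.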

## Data Availability

The datasets generated and/or analysed during the current study are available in the Gene Expression Omnibus repository, Accession Number GSE201007 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201007).

## Abbreviations

CCK-8: Cell Counting Kit 8
DCs: Dendritic cells
DEGs: Differentially expressed genes
ER: Endoplasmic reticulum
GEO: Gene Expression Omnibus
GO: Gene Ontology
HCV: Hepatitis C virus
HIV: Human immunodeficiency viruses
KEGG: Kyoto Encyclopedia of Genes and Genomes
METH: Methamphetamine
NK: Nature killing
PBS: Phosphate-buffered saline
PI: Propidium iodide
PPI: Protein–protein interaction
qPCR: Quantitative real-time PCR
RNA-seq: RNA sequencing

# Supplementary material for: Effects and associated transcriptomic landscape changes of methamphetamine on immune cells
**Source:** BMC Med Genomics. 2022 Jun 28;15:144. doi: 10.1186/s12920-022-01295-9
**Supplement:** Supplementary file 6 — Additional file 6. Table S1. GO and KEGG pathways of interest in Jurkat cells. Table S2. GO and KEGG pathways of interest in NK-92 cells. Table S3. GO and KEGG pathways of interest in THP-1 cells.

**Table S1. GO and KEGG pathway of interest in Jurkat.**

| **Description** | **Differentially expressed genes** |
| --- | --- |
| Cholesterol biosynthetic process | *ACAT2, ACLY, CYP51A1, DHCR7, DHCR24, FASN, FDFT1, FDPS, HMGCR, HMGCS1, IDI1, INSIG1, LSS, MVD, MVK, MSMO1, SC5D, SCD, SQLE, SREBF2, TM7SF2, ABCG1, EBP, NSDHL, HSD17B7, ELOVL6* |
| Integral component of endoplasmic reticulum membrane | *CLN3, DHCR7, INSIG1, SCD, SREBF2, TM7SF2, ELOVL6, EMC6* |
| Oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen | *CYP51A1, FADS1, MSMO1, SC5D, SCD, SQLE, FADS2* |
| Oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor | *FASN, HMGCR, IDH1, NSDHL, HSD17B14, HSD17B7* |
| AMPK signaling pathway | *FASN, HMGCR, LEPR, PFKFB4, PPP2R2B, SCD* |

**Table S2. GO and KEGG pathway of interest in NK-92.**

| **Description** | **Differentially expressed genes** |
| --- | --- |
| ERK1 and ERK2 cascade | *ATF3, CHI3L1, CSF1R, DUSP4, ICAM1, LGALS9, CCL1, CCL3L1, CCL4, CCL18, SLAMF1, DUSP10, HAVCR2, SCIMP, CCL4L1, CCL3L3* |
| Response to interleukin-1 | *CEBPB, CHI3L1, EGR1, GBP2, ICAM1, IRAK2, LGALS9, CCL1, CCL3L1, CCL4, CCL18, SQSTM1, PELI1, CCL4L1, CCL3L3* |
| Leukocyte chemotaxis | *LYST, CMKLR1, FCER1G, ITGA1, LGALS9, CCL1, CCL3L1, CCL4, CCL18, SCG2, RIPOR2, IL23A, CCL4L1, CCL3L3* |
| Myeloid leukocyte migration | *CMKLR1, FCER1G, ITGA1, PECAM1, CCL1, CCL3L1, CCL4, CCL18, SCG2, RIPOR2, IL23A, CCL4L1, CCL3L3* |
| Cytokine activity | *AREG, INHBA, INHBC, CCL1, CCL3L1, CCL4, CCL18, SCG2, EBI3, IL24, IL23A, INHBE, CCL4L1, CCL3L3* |
| Chemokine activity | *CCL1, CCL3L1, CCL4, CCL18, CCL4L1, CCL3L3* |
| Cytokine-cytokine receptor interaction | *ACVR1, FAS, TNFRSF8, CSF1R, TNFRSF9, INHBA, INHBC, CCL1, CCL3L1, CCL4, CCL18, CCL4L2, EBI3, IL24, IL23A, INHBE, CCL4L1, CCL3L3* |
| Negative regulation of cell population proliferation | *AVPR2, BCL6, TNFRSF8, CEBPB, CSF1R, CTLA4, TNFRSF9, INHBA, ITGA1, LGALS9, RARG, SCG2, S1PR2, TRIB1, NDRG1, IL24, PIM2, DUSP10, CRTAM, PELI1, HAVCR2, CLDN19, MIR199A1, MIR98, CCL3L3* |

**Table S3. GO and KEGG pathway of interest in THP-1.**

| **Description** | **Differentially expressed genes** |
| --- | --- |
| Cell-cell adhesion | *KIT, CEACAM6, CLDN2, NTN1, TSPAN32, PDPN, SLC7A11, PCDHGA12, CD209, CDON, PCDHGA4, CDH24, HMCN1, UBASH3B, NEXN, CDHR1* |
| Monocarboxylic acid metabolic process | *ALDOC, AOAH, ASAH1, LTC4S, PCCA, MSMO1, UCP3, FADS2, SDS, PNPLA8, CYP2W1, BCO2, ACSM1, UROC1, PLCB4, PLD1, ABHD4, ABHD12B* |
| Small molecule biosynthetic process | *ASAH1, ASNS, DHCR7, GLUD2, LTC4S, NAIP, NDUFA9, MSMO1, TM7SF2, FADS2, SDS, PNPLA8, PRTFDC1, ACSM1, SERINC5* |
| Positive regulation of protein autophosphorylation | *PDGFA, GPNMB, PDGFC, NEK10, CACNA1A, DUSP5, DUSP9, HSPA2, KIT, PDGFRB, RPS6KA2, TGFBR1, TLR6, CHI3L1, GCNT2, TIMP3, ABCA7, NAIP, TNIK, MMP2, CEACAM6, TNFRSF14, NTN1, ATP8A1, PDPN, SEMA3G, TRIB1, PLD1, SLC44A3, TP53INP1, AXL, HTR6, PLCB4, CALML4* |
| Calcium ion transmembrane transport | *CACNA1A, HSPA2, PDE4D, CACHD1* |

How the deposited data were processed for this re-analysis (not part of the article)

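RNA-seq libraries of Jurkat, NK-92 and THP-1 cells were analysed, 18 in all, with 3 control and 3 METH libraries (250 μM for 24 h) in each of the 3 lines. The condition and the replicate number of each library were taken from the sample labels and the methods of the paper. The viability, apoptosis and qPCR measurements were not analysed here.

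The authors aligned paired-end reads with Hisat2 and ran DESeq2 in each line, and they deposited 1 table per line. Its signal values are normalized reads, which the authors made by dividing the reads counted on a gene by the size factor of the library. The log2 fold changes in these tables were made by the authors with DESeq2, as were each p-value and adjusted p-value, and a missing adjusted p-value is written there as 1. In all 18 libraries 100% of the values were whole multiples of 1 step per library, so reads were recovered by dividing by that step. In Jurkat control 1, Jurkat control 3 and THP-1 METH 1 this step lies close to 1, and the values were also whole multiples there. The design fixed in advance named edgeR for counts and limma for normalized values. As the tables hold normalized values, limma was the main test, and tests on the recovered reads were alternatives.

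Reads on genes ranged from 14614070 to 18670328 over the 18 libraries. The smallest level that a library can show was set at 3 reads, and without molecular identifiers this covers counting error only. The tables list 30875, 27227 and 30719 genes in Jurkat, NK-92 and THP-1 cells, and the lowest sum of reads over the libraries of a line was 2. Positions were compared with the GENCODE annotation of GRCh38. Of the Ensembl identifiers in the Jurkat table 97.2% were matched, and 99.89% of these lay on the same chromosome and 99.87% overlapped. An identical start and end was found for 69.7%, so the annotation is of another release.

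Genes with a mean of at least 1 normalized read in a line were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(normalized reads + 1), with the 6 libraries of the line and no block. DEGs were called at the threshold of the paper, an unadjusted p under 0.05 and an absolute log2 fold change over 0.5, and p-values were also adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with few reads. Gene lists were tested with limma's camera (inter-gene correlation 0.01), adjusted over 15 tests, or over 2 tests for the cholesterol list of Table S1, and set against 10000 random lists matched in 50 bins of mean expression. Differences in the METH effect between lines were tested with limma in a joint fit of the 18 libraries, on recovered reads with joint size factors. A gene not listed in a table was taken as 0 reads there. Shared DEGs were compared with chance by Fisher's exact test over genes tested in both lines.

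The genes that the text may name were set by a rule: the 10 genes of the qPCR, genes that the paper names as measured, genes of Fig. 2a, Fig. 3a, Fig. 4a, Fig. 2d, Fig. 3d, Fig. 4d and of Tables S1 to S3, genes called in all 3 lines, and genes of the lists fixed in advance. In each line the rule adds the 3 up-regulated and the 3 down-regulated genes with the smallest p among DEGs with separated groups. An unnamed locus of Jurkat cells and some other genes under this rule are not reported here.

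The tests were tested on simulated reads in which 200 genes were changed. These genes had a mean of at least 50 reads and log2 fold changes of 1 or more in size. The recovery does not cover genes with fewer reads or smaller changes. The real DEGs had medians of 11.5, 13.7 and 15.97 normalized reads in Jurkat, NK-92 and THP-1 cells. Limma recovered 99% of them in Jurkat (25334 genes tested), 98.5% in NK-92 (22207 genes) and 98.5% in THP-1 (25027 genes) at an adjusted p under 0.05, and 4.8%, 4% and 7.02% of the calls were false. At the threshold of the paper limma made 859, 774 and 868 calls, of which 649, 563 and 660 were false. DESeq2 made 381, 373 and 391 calls at that threshold on 30478, 26858 and 30276 genes, of which 171, 162 and 185 were false.

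The alternatives were DESeq2 1.42.0 and edgeR 4.0.16 (quasi-likelihood test with RLE size factors) on the recovered reads, edgeR's filterByExpr, no filter, pseudocounts of 0.1 and 0.5, the replicate number as a block, all 18 libraries in 1 fit, the 12 libraries of a pair of lines, an absolute log2 fold change over 1, an adjusted p, fry in place of camera, the 500 genes of largest variance, and leaving out each library or replicate number in turn. TMM scaling, edgeR with TMM on the recovered reads, and a mean of at least 10 in both lines were added after seeing the data, as were the alternatives for single genes. GC content, transcript length and shared sequence (words of 50 bases) were computed from the reference transcripts.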

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

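The tests on other splits of the libraries for differences between lines in gene lists were chosen only after those differences were seen, and so was the comparison with splits that mix both lines. The choices of main tests, gene lists and most of the alternatives were made before the data were examined. Several technical explanations were tested for each gene list. The log2 values were corrected for GC content and transcript length, each library was thinned to the smallest of its line, TMM replaced the size factors, and genes with over 10% of their sequence shared with another gene were left out. None of the MAPK output genes was such a gene, so this last test was not run for them. In the other splits of the libraries, only splits that part all 3 same-numbered pairs of control and METH libraries were compared with the real one. The other splits part 1 pair only. Same-numbered libraries were no more alike than others, so for pairs of lines this choice limited the number of splits. All adjusted p-values are from limma with Benjamini-Hochberg adjustment.

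The METH effect differed between lines in single genes. At an adjusted p under 0.05 this held for 274 genes between Jurkat and NK-92 (134 higher in Jurkat), 186 between Jurkat and THP-1 (110 higher in Jurkat) and 223 between NK-92 and THP-1 (135 higher in NK-92). At an unadjusted p under 0.05 the numbers were 2867, 2990 and 3337. Among 32 splits of both lines, 2 gave as many genes for Jurkat and NK-92, 4 for Jurkat and THP-1 and 4 for NK-92 and THP-1, the real split included. One of these in each pair exchanges all labels of the second line, so that the effects of the lines are summed, and gave 1309, 1996 and 2269 genes. In the pairs with THP-1 the others exchange 2 replicate pairs in the first line (369 and 226 genes), or 1 there and all 3 in THP-1 (298 and 374 genes). All of these splits hold the full METH effect of at least 1 line, so they are no measure of chance. The 18 splits that mix control and METH libraries in both lines gave 1 to 10 genes for Jurkat and NK-92, 1 to 5 for Jurkat and THP-1 and 1 to 11 for NK-92 and THP-1. Mixing treatments also widens the spread within groups, which lowers these numbers. With the real one these are 19 splits, too few for a share under 0.05. Splits that part 1 pair only were not run for pairs of lines. No conclusion on an accident of grouping is drawn from this test.

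The 21 sterol synthesis genes rose more in Jurkat than in NK-92 cells, with a median difference in log2 fold change of 0.7947 (20 of 21 genes, adjusted p = 2.4e-64), and more than in THP-1 cells, by 0.7233 (21 of 21 genes, adjusted p = 2.47e-62). The difference from NK-92 was 0.7854 after correction for GC content and length, 0.772 after thinning, 0.7866 with TMM and 0.7947 without near-identical genes. The difference from THP-1 was 0.7391, 0.7275, 0.756 and 0.7087 in the same order. In each pair 8 of the 32 splits gave a difference as large, which are the real one and 7 that keep the Jurkat labels and exchange pairs in the other line. These 7 still hold the Jurkat effect and are no measure of chance. The largest were 1.164 and 1.154 apart from the splits that sum the effects (1.289 and 1.316). The 18 splits that mix both lines gave 0.2221 to 0.4729 with NK-92 and 0.2233 to 0.4662 with THP-1, all under the real differences. These are too few for a share under 0.05, and both pairs use the same Jurkat libraries. Real differences above all 18 in each pair still argue against an accident of grouping for these genes. The other explanations tested left the differences past the threshold. A stronger sterol response of Jurkat cells may be a hypothesis.

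The 16 MAPK output genes were lower in Jurkat than in NK-92 cells in their METH effect, with a median difference of -0.428 (3 of 16 genes higher in Jurkat, adjusted p = 0.00689). It was -0.4167 after correction for GC content and length, -0.3921 after thinning and -0.4361 with TMM. Only the real one of the 32 splits gave a difference as large (1 of 32), the largest other was 0.3219, and summing the effects gave 0.1374. Of these splits the 18 that mix both lines gave 0.00702 to 0.3219, all under the real difference. The rest hold the full METH effect of at least 1 line and are no measure of chance. The 18 are too few for a share under 0.05, so an accident of grouping cannot be told apart by this test. The corrections left the difference past the threshold. An ERK output that METH affects differently in the 2 lines may be a hypothesis, found and tested on the same libraries. In NK-92 cells 4 of the 16 genes had a mean under the minimum and were left out of the test within that line.

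The phospholipid synthesis genes differed between Jurkat and NK-92 by 0.03399 (21 of 36 genes higher in Jurkat, adjusted p = 0.0481) and between Jurkat and THP-1 by 0.07119 (22 of 37 genes, adjusted p = 0.0123). For NK-92 the values were 0.04338 after correction for GC content and length, 0.05113 after thinning, 0.02601 with TMM and 0.03399 without near-identical genes, with adjusted p-values from 0.0373 to 0.0644. With TMM the difference was no longer past the threshold, so it cannot be told apart from an effect of normalization. For THP-1 the values were 0.1128, 0.0647, 0.1038 and 0.07119 in the same order. Among the 32 splits 18 and 9 gave a difference as large. The ATF4 target genes, which respond to amino acid and endoplasmic reticulum stress, rose more in Jurkat than in THP-1 cells by 0.0998 (20 of 28 genes, adjusted p = 0.0123) and more in NK-92 than in THP-1 cells by 0.1233 (17 of 28 genes, adjusted p = 0.00287). Between Jurkat and THP-1 the values were 0.1023, 0.08993, 0.1324 and 0.1024 in the same order of tests, and between NK-92 and THP-1 they were 0.1486, 0.1106, 0.164 and 0.124. For these differences 16 and 13 of the 32 splits gave a value as large. Of the 18 splits that mix both lines, 7 (NK-92) and 2 (THP-1) did so for phospholipid synthesis, and 5 for each ATF4 difference, so none of them can be told apart from an accident of grouping. Over the 32 splits, which include those that hold the full METH effect of a line, the largest differences were 0.09415 and 0.1398 for phospholipid synthesis and 0.2911 and 0.2504 for ATF4 targets, apart from the splits that sum the effects (0.08059, 0.1241, 0.367 and 0.3217). In the 18 that mix both lines they were 0.07529, 0.1227, 0.1697 and 0.1999.

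The lists of ATF4 targets and of lysosome genes both rose with METH in each line. The paper discusses CD107a, which LAMP1 of the lysosome list encodes, and injury of acidic organelles by METH. The median log2 fold change of the ATF4 targets was 0.2467 in Jurkat (23 of 26 genes higher, adjusted p = 2.76e-12), 0.2602 in NK-92 (19 of 23, adjusted p = 9.35e-21) and 0.08232 in THP-1 cells (16 of 28, adjusted p = 0.0302). For the lysosome list it was 0.07472 in Jurkat (29 of 40, adjusted p = 4.84e-07), 0.1664 in NK-92 (33 of 37, adjusted p = 1.1e-15) and 0.128 in THP-1 cells (35 of 42, adjusted p = 7.06e-10). After correction for GC content and length the ATF4 values were 0.2449, 0.2426 and 0.04761, and the lysosome values 0.06191, 0.1531 and 0.1136. After thinning they were 0.2474, 0.2636 and 0.07778, and 0.06913, 0.1675 and 0.1351. With TMM they were 0.2508, 0.264 and 0.08138, and 0.07883, 0.1702 and 0.1271. Without near-identical genes they were 0.2072, 0.2637 and 0.03931, and 0.07013, 0.1573 and 0.09433. The last ATF4 value, in THP-1 cells, was no longer past the threshold (adjusted p-values over the tests from 0.0242 to 0.0617). As 27 of the 28 genes were left in, this shows a rise close to the threshold. Whether shared reads made the rise cannot be told from it. The rise also lost the threshold with single libraries left out, at adjusted p-values of 0.147 without control 3, 0.0914 without METH 1 and 0.0552 without METH 2 (from 0.00413 to 0.147 over the 6 libraries). In each line and list 1 of 4 splits, the real one, gave a median as large, and a share under 0.05 is out of reach with 4 splits whatever the values. The largest other medians were 0.1158, 0.09705 and 0.03184 for ATF4 targets and 0.04968, 0.06938 and 0.0739 for the lysosome list. The real medians were above all of these, but 4 splits are too few for this test to tell the rises apart from an accident of grouping. A response of METH-treated cells through ATF4 or the lysosome may be stated as a hypothesis.

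The METH effect also differed between lines in genes that the text names (23 differences). Between Jurkat and NK-92 the difference in log2 fold change was 1.1436 for ACAT2 (adjusted p = 8.8e-09), 0.90212 for HMGCS1 (adjusted p = 2.1e-07), 1.2263 for LSS (adjusted p = 3.42e-07) and 1.3063 for MVD (adjusted p = 6.46e-06), each higher in Jurkat. Between Jurkat and THP-1 it was 1.1013 for ACAT2 (adjusted p = 2.55e-08), 0.47326 for DHCR7 (adjusted p = 2.23e-04), 1.0043 for HMGCS1 (adjusted p = 9.65e-08), 1.013 for LSS (adjusted p = 7.89e-06) and 1.3781 for MVD (adjusted p = 7.89e-06). It was -0.46809 for DHCR7 between NK-92 and THP-1 (adjusted p = 6.52e-04). Other differences between Jurkat and NK-92 were -0.82527 for CCL3L3 (adjusted p = 0.0216), -0.80425 for GZMA (adjusted p = 7.32e-06) and -0.84336 for TXNIP (adjusted p = 2.66e-05). Between Jurkat and THP-1 they were 0.50237 for CCDC86 (adjusted p = 0.0223), -0.77784 for CHI3L1 (adjusted p = 2.92e-04), -0.85752 for EIF4A1 (adjusted p = 0.00185), 0.33013 for FKBP4 (adjusted p = 0.0477) and -1.1338 for SIGLEC6 (adjusted p = 0.001). Between NK-92 and THP-1 they were 0.39364 for FKBP4 (adjusted p = 0.0147), 0.51409 for GZMA (adjusted p = 0.0018), -1.5951 for SIGLEC6 (adjusted p = 1.04e-04), -2.2826 for STAG3L1 (adjusted p = 0.0306) and -1.0653 for TMEM229B (adjusted p = 7.29e-04). Each kept its sign with each replicate number left out in all 3 lines, and each of the 23 kept its sign in the 6 alternatives in which it could be tested. In all 6 alternatives 16 of the 23 had an adjusted p under 0.05. CCDC86, both FKBP4 differences and STAG3L1 did not in the fit of the 12 libraries of the pair. CCL3L3, CHI3L1 and the GZMA difference from THP-1 did so in 2 of 6 only, as they were lost with edgeR, with DESeq2 and with a mean of at least 10 in both lines. These genes have few reads in the other line, where an effect is not detectable at this depth. EIF4A1 shares 100% of its sequence with other genes and STAG3L1 52%, and their differences were not tested against that.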

How the results depend on the processing

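No test in this part was chosen only after the result was seen, apart from the alternatives that are said to have been added. Of 570 values under alternatives, over 49 results that answer a comparison, 478 kept their direction and side of the threshold or moved by less than the spread, 10 were weaker, 1 was stronger, 7 were reversed and 74 moved. For 32 single genes 393 of 416 values were unchanged in this sense and 23 weaker, 19 of them with a library left out.

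With DESeq2 on the recovered reads the DEGs numbered 386 (239 up, 147 down) in Jurkat, 432 (284 up, 148 down) in NK-92 and 450 (311 up, 139 down) in THP-1 cells. The shared DEGs were 22 for Jurkat and NK-92, 21 for Jurkat and THP-1, 22 for NK-92 and THP-1 and 3 for all lines, and 558, 412 and 561 genes differed in METH effect for the pairs in this order. With genes kept by filterByExpr the DEGs were 502 (316 up, 186 down), 497 (325 up, 172 down) and 650 (445 up, 205 down), 30 were shared by Jurkat and NK-92 and 43 by NK-92 and THP-1, and METH explained 27.4%, 28.4% and 29.5% of the sum of squares. With an absolute log2 fold change over 1 the DEGs were 566, 492 and 543. With an adjusted p under 0.05 and the fold change threshold kept, the shared DEGs were 15, 14, 14 and 4. With all 18 libraries in 1 fit the DEGs were 1360 in Jurkat, 1575 (876 up, 699 down) in NK-92 and 1958 (1252 up, 706 down) in THP-1, the genes at an adjusted p under 0.05 were 622 in Jurkat, 1268 in NK-92 and 1838 in THP-1, and 125 DEGs were shared by Jurkat and THP-1 and 125 by NK-92 and THP-1. PLD1 rose by 0.54 there, with an unadjusted p of 0.0564 from limma's moderated test, not an exact one. In the 12 libraries of a pair of lines 333 genes differed between Jurkat and NK-92, 88 between Jurkat and THP-1 and 114 between NK-92 and THP-1. In the main setting these numbers were 274, 186 and 223. With a pseudocount of 0.5 the share of the sum of squares was 21.5% in Jurkat and 21.7% in THP-1, and with the 500 genes of largest variance 23.8% in NK-92 and 20.5% in THP-1. Under fry the phospholipid list in NK-92, with a median of 0.0187, passed the threshold. At the threshold of the paper simulated reads gave 171, 162 and 185 false calls with DESeq2 in Jurkat, NK-92 and THP-1, against 649, 563 and 660 with limma. Otherwise the cause was not tested.

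With a library left out the genes at an adjusted p under 0.05 ranged from 482 to 900 in Jurkat and from 332 to 1849 in THP-1. With a replicate number left out the DEGs shared by NK-92 and THP-1 ranged from 42 to 57 and those of all 3 lines from 4 to 8, and the genes that differed in METH effect from 53 to 98 for Jurkat and NK-92, from 32 to 55 for Jurkat and THP-1 and from 12 to 42 for NK-92 and THP-1. The median of the MAPK output list in THP-1 ranged from -0.0188 to 0.056 and that of the phospholipid list in THP-1 from -0.0366 to 0.0321, both with reversals, and that of the ATF4 targets in THP-1 from 0.0336 to 0.105. The log2 fold changes ranged from 0.88 to 1.39 for CCL1, from 0.92 to 1.33 for S1PR2, from -1.38 to -0.63 for PLCB4 and from 0.44 to 0.60 for PLD1. The cause was not tested. The low depth of CCL1, S1PR2 and PLCB4, at 15.3, 13.7 and 18.1 normalized reads, limits how far their changes can be measured.

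With the replicate number as a block the DEGs were 988 in Jurkat, 919 in NK-92 and 1104 in THP-1 cells, and the genes at an adjusted p under 0.05 were 1386, 2550 and 2052, against 1038, 2539 and 1459 without the block. Same-numbered control and METH libraries were no more alike than others, with a correlation of residuals across genes of -0.00644 in Jurkat, -0.00909 in NK-92 and 0.00439 in THP-1, and genes are not independent replicates. RLE size factors in place of TMM for the sum of squares were not run apart from the main setting, as the size factors of the authors are of this kind. The TMM scaling was run as an added alternative.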

Differences from the paper's values

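At the threshold of the paper limma called 956 DEGs in Jurkat cells against the paper's 386, with 551 up-regulated against the paper's 239 and 405 down-regulated against the paper's 147. In NK-92 cells it called 917 against the paper's 432, with 530 up against the paper's 284 and 387 down against the paper's 148. In THP-1 cells it called 1099 against the paper's 450, with 729 up against the paper's 311 and 370 down against the paper's 139. Among the alternatives set before the data were examined, DESeq2's Wald test on the recovered reads, the tool that the paper names, gave the paper's number in all of these. With genes kept by filterByExpr the numbers were 502 (316 up, 186 down), 497 (325 up, 172 down) and 650 (445 up, 205 down), which are within 1.5 times the paper's. With an absolute log2 fold change over 1 the DEGs numbered 566, 492 and 543, also within 1.5 times. The gap stayed open with edgeR and RLE size factors, no filter, a pseudocount of 0.1, the replicate block, all 18 libraries in 1 fit, and each library left out in turn. It also stayed open with TMM scaling and with edgeR and TMM (843, 782 and 977 DEGs), which were chosen only after the values were seen.

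Jurkat and NK-92 shared 58 DEGs against the paper's 22, Jurkat and THP-1 55 against the paper's 21, NK-92 and THP-1 77 against the paper's 22, and all 3 lines 10 against the paper's 3. DESeq2 on the recovered reads gave the paper's number in each. Within 1.5 times the paper's were 30 for Jurkat and NK-92 with filterByExpr and 4 for all 3 lines without replicate 1. So were 15 for Jurkat and NK-92, 14 for Jurkat and THP-1 and 4 for all 3 lines. These last 3 counts took an adjusted p under 0.05 along with the fold change threshold. The other alternatives set before the data were examined left the gaps open.

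The paper shows a clustering of METH and control libraries on its DEGs. Over all genes tested the 2 clusters matched the groups in none of the 3 lines, and they matched in all 3 with genes kept by filterByExpr. GPR84 was a DEG of THP-1 cells, and so of all 3 lines, in limma's test. With DESeq2 on the recovered reads it was a DEG of Jurkat and NK-92 cells only.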

Other observations

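The tests on other splits for the numbers of DEGs and for the share of the sum of squares, and those on THP-1 control replicate 2, were chosen only after the results were seen. The real split gave the most DEGs in each line, 1 of 4 splits that part all same-numbered pairs, but the others gave up to 575 DEGs in Jurkat, 514 in NK-92 and 604 in THP-1 cells. For up-regulated genes it was again 1 of 4 (up to 369, 299 and 385 in the others), and for down-regulated genes 1 of 4 in Jurkat and NK-92 and 2 of 4 in THP-1 cells. The number of genes at an adjusted p under 0.05 was 1038, 2539 and 1459 with the real split, also 1 of 4, and at most 2, 0 and 3 with the others. At an unadjusted p under 0.05 the real splits gave 3843, 4696 and 4438 genes. The share of the sum of squares was 1 of 4 in each line, with 20.16%, 20.1% and 19.69% as the highest of the others. With 4 splits the share cannot be under 0.05 whatever the values, so this test cannot tell the results apart from an accident of grouping. The other 6 of the 10 splits of a line part 1 same-numbered pair. With limma they gave 510 to 579 DEGs in Jurkat, 421 to 591 in NK-92 and 516 to 641 in THP-1 cells, and at most 3, 1 and 1 genes at an adjusted p under 0.05. DESeq2 on the recovered reads gave 127 to 153, 102 to 179 and 131 to 201 DEGs in these splits. As in the simulated reads, limma made more calls than DESeq2, so more false calls may be part of its gap to the paper's numbers. Over all 10 splits the highest other share of the sum of squares was 20.16%, 20.81% and 20.6%.

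Of the DEGs in Jurkat cells 19.05% share over 10% of their sequence with another gene, against 14.4% of the other genes tested (two-sided Fisher's exact test, p = 1.74e-04). In NK-92 cells it was 18.72% against 14.9% (p = 0.00294) and in THP-1 cells 16.86% against 14.5% (p = 0.0352, Fisher's exact tests). Among the 10 DEGs of all 3 lines it was 50%, against 15.1% (Fisher's exact test, p = 0.0101). Reads shared between near-identical genes may be a source of some of these calls. The shared DEGs of each pair were the most of 16 splits, 1 of 16. The others gave up to 35 for Jurkat and NK-92, 39 for Jurkat and THP-1 and 31 for NK-92 and THP-1. With 16 splits the share cannot be under 0.05 whatever the values, so this test cannot tell these numbers apart from an accident of grouping. The 10 DEGs of all 3 lines were the most of 64 splits, 1 of 64, with up to 8 in the others.

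For the lists that the paper's claims concern, the median log2 fold changes were recomputed in the same way as for the ATF4 and lysosome lists. The sterol list in Jurkat gave 1.02 after correction for GC content and length, 1.024 after thinning, 1.027 with TMM and 1.019 without near-identical genes. In NK-92 it gave 0.2254, 0.2468, 0.2486 and 0.2447, and in THP-1 0.2295, 0.2696, 0.2743 and 0.2756 in the same order. The MAPK output list gave -0.2164, -0.1863 and -0.196 in Jurkat and 0.06255, 0.1813 and 0.08298 in NK-92 in the first 3 tests. The phospholipid list in Jurkat gave 0.04501, 0.06727, 0.05983 and 0.05571. All of these stayed past the threshold. Among 4 splits the real one alone (1 of 4) gave as large a median for the sterol list in each line, for the cholesterol list of Table S1 in NK-92 and THP-1, for MAPK output in Jurkat and for phospholipid synthesis in Jurkat and NK-92. For MAPK output in NK-92 and THP-1 and for phospholipid synthesis in THP-1 it was 2 of 4. Here too 4 splits are too few for this test to tell the medians apart from an accident of grouping. The paper discusses ERK signaling in NK-92 cells. In Jurkat cells the MAPK output list had a median of -0.20 with 14 of 16 genes lower (limma's camera test, adjusted p = 5.17e-04 with Benjamini-Hochberg adjustment).

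Each THP-1 library was compared with the other replicates of its own group, and control replicate 2 lay farthest from them. Its SD of log2 differences was 0.216 across genes with a mean of at least 50. The SD was 0.166 and 0.187 in the other controls and 0.16 to 0.162 in the METH libraries. GC content and transcript length accounted for 22.49% of the deviation of control replicate 2, so GC or length bias may be a part of it. The value was 4.34% in control 1 and 20.6% in control 3, and each is taken against the other controls, replicate 2 included. In control replicate 2, reads on 511 genes at least 100 times higher in another line were 93.88 per 1e6 reads. This was the lowest of the 6 libraries, which goes against reads from another line. Its 18012205 reads were the most of the controls and under the 18670328 of a METH library, which goes against low depth. No biological explanation was tested.

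In the deposited tables 266 of the 386 calls in Jurkat, 272 of 432 in NK-92 and 232 of 450 in THP-1 cells have an adjusted p-value written as 1, and 101, 138 and 144 have one under 0.05. They hold 110, 128 and 98 calls with a mean under 10 normalized reads. The DESeq2 calls on the recovered reads were the authors' calls, all 386, 432 and 450 of them.

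The paper calls ACAT1 a cholesterol esterase, while the deposited table describes the gene ACAT1 as an acetyl-CoA acetyltransferase. It also credits ACAT2 with making cholesterol esters, though it spells that gene out as an acetyl-CoA acetyltransferase. The sterol O-acyltransferases SOAT1 and SOAT2 were looked up after the values of ACAT1 and ACAT2 were seen. In Jurkat cells SOAT1 had 1826 normalized reads in the control group and 2023 after METH, a log2 fold change of 0.15 (standard error 0.047, adjusted p = 0.0706 in limma's test with Benjamini-Hochberg adjustment). SOAT2 had 91.7 and 86.2 normalized reads, a log2 fold change of -0.10 (adjusted p = 0.849 in limma's test).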
